# The Spinal Transcriptome after Cortical Stroke: In Search of Molecular Factors Regulating Spontaneous Recovery in the Spinal Cord

**DOI:** 10.1523/JNEUROSCI.2571-18.2019

**Published:** 2019-06-12

**Authors:** Julia Kaiser, Martina Maibach, Iris Salpeter, Niels Hagenbuch, Vladimir B.C. de Souza, Mark D. Robinson, Martin E. Schwab

**Keywords:** plasticity, recovery, regeneration, spinal cord, stroke, transcriptome

## Abstract

In response to cortical stroke and unilateral corticospinal tract degeneration, compensatory sprouting of spared corticospinal fibers is associated with recovery of skilled movement in rodents. To date, little is known about the molecular mechanisms orchestrating this spontaneous rewiring. In this study, we provide insights into the molecular changes in the spinal cord tissue after large ischemic cortical injury in adult female mice, with a focus on factors that might influence the reinnervation process by contralesional corticospinal neurons. We mapped the area of cervical gray matter reinnervation by sprouting contralesional corticospinal axons after unilateral photothrombotic stroke of the motor cortex in mice using anterograde tracing. The mRNA profile of this reinnervation area was analyzed using whole-genome sequencing to identify differentially expressed genes at selected time points during the recovery process. Bioinformatic analysis revealed two phases of processes: early after stroke (4–7 d post-injury), the spinal transcriptome is characterized by inflammatory processes, including phagocytic processes as well as complement cascade activation. Microglia are specifically activated in the denervated corticospinal projection fields in this early phase. In a later phase (28–42 d post-injury), biological processes include tissue repair pathways with upregulated genes related to neurite outgrowth. Thus, the stroke-denervated spinal gray matter, in particular its intermediate laminae, represents a growth-promoting environment for sprouting corticospinal fibers originating from the contralesional motor cortex. This dataset provides a solid starting point for future studies addressing key elements of the post-stroke recovery process, with the goal to improve neuroregenerative treatment options for stroke patients.

**SIGNIFICANCE STATEMENT** We show that the molecular changes in the spinal cord target tissue of the stroke-affected corticospinal tract are mainly defined by two phases: an early inflammatory phase during which microglia are specifically activated in the target area of reinnervating corticospinal motor neurons; and a late phase during which growth-promoting factors are upregulated which can influence the sprouting response, arborization, and synapse formation. By defining for the first time the endogenous molecular machinery in the stroke-denervated cervical spinal gray matter with a focus on promotors of axon growth through the growth-inhibitory adult CNS, this study will serve as a basis to address novel neuroregenerative treatment options for chronic stroke patients.

## Introduction

Stroke is a leading cause of neurological disability and often impairs motor and sensory systems, resulting in a severely decreased quality of life (Murphy and Corbett, 2009). Functional improvements are most considerable within the first few weeks to months after the incident in human stroke survivors (Cramer, 2008). The chance for functional recovery depends on the stroke size and location, with the integrity of the motor cortex being a determining factor for recovery success (Cramer, 2008). Spontaneous recovery may be observed within the first 3 months after small strokes, but is limited in the case of larger strokes (Cramer, 2008; Ward, 2017). To date, the only treatment option for chronic stroke patients is rehabilitative training, which may result in different degrees of recovery of motor functions (Langhorne et al., 2009). Structural plasticity of spared, intact cortical or corticofugal circuitry has been causally linked to improved outcome in stroke patients (Cramer, 2008) as well as animal models (Murphy and Corbett, 2009; Wahl and Schwab, 2014). After substantial tissue loss, the contralesional corticospinal tract (CST) participates in functional recovery by spontaneous compensatory rewiring in mice, e.g., in the stroke-denervated hemicord on cervical levels (Murphy and Corbett, 2009; Ueno et al., 2012; Bachmann et al., 2014).

This post-stroke compensatory sprouting of intact neurons requires a well organized sequence of events, during which fully integrated and differentiated corticospinal motor neurons (CSMNs) are triggered to grow and to participate in stroke recovery [0–3 d post-injury (dpi); Carmichael and Chesselet, 2002] by initiation and elongation of axonal arbors through the adult growth-inhibitory spinal tissue (7–14 dpi; Carmichael et al., 2005; Li et al., 2010). A functionally relevant circuit is established by interaction and synapse formation with spinal neurons, likely followed by a phase of circuit refinement (28–42 dpi; Ueno et al., 2012; Bachmann et al., 2014; Wahl et al., 2014). Previous studies have unveiled a growth-promoting neuronal intrinsic transcriptome of cortical neurons which sprout horizontally or spinal projecting neurons after stroke or pyramidotomy, potentially enabling them to contribute to functional recovery (Li et al., 2010; Fink et al., 2017). However, less is known about potential target tissue-derived factors, especially in the growth-inhibitory spinal environment, that might influence the reinnervation by the CST of denervated areas after stroke.

Here, we analyzed the transcriptomic profile of the intermediate laminae of the cervical spinal gray matter (GM) representing the main target area of sprouting contralateral CSMNs at selected time points matching the key events of stroke-induced structural plasticity (Carmichael et al., 2005, 2017). We found 955 genes to be differentially regulated in the spinal GM over all time points, although the most pronounced differential regulation was observed at 28 dpi. Results show an early inflammatory phase within the first week after stroke, as well as a more dynamic phase at later stages of recovery, during which upregulation of growth-promoting genes might influence growth and target interaction by the sprouting contralateral CSMNs. The dataset obtained in this study may serve as a starting point for future studies concerning key elements of stroke recovery on the spinal level, including inflammation, synaptogenesis, and circuit reformation.

## Materials and Methods

### 

#### 

##### Experimental design.

The primary aim of this study was to identify molecular factors that influence functional recovery after stroke. In adult mice, the reinnervation of the stroke-denervated cervical hemicord by the contralesional, intact cortex and CST was assessed by anterograde tracing and subsequent quantification. Sham-operated animals were compared with animals that recovered for 1–6 weeks after injury. Animals were randomly distributed into the groups using the R package “blockrand” using two blocks (morning/evening and female/male) to ensure a balance between groups throughout the surgery days and groups. Experimenters were blinded where possible (except for behavioral analyses because of obvious stroke-induced motor deficits). For the anatomical studies, all animals with a stroke ablating the right motor cortex were included in the study. No statistical outliers were excluded. For the transcriptomic study, the target area of the reinnervating contralesional CSMNs was dissected at chosen time points to identify stroke-induced changes in gene expression. Eight animals underwent surgery per time point. Samples were processed simultaneously for RNA extraction. The samples were scored on several quality control criteria, i.e., sufficient ablation of the right motor cortex, deficit in motor behavior, correct location, and size of dissected spinal cord tissue and sufficient RNA quality and quantity. Based on these scores, five samples per time point were chosen for subsequent RNA sequencing. One sample was excluded from the 4 dpi group for further analysis of significantly differentially expressed genes (SDEGs) because it was identified as an outlier in the statistical testing of differential expression.

##### Animals.

All experimental procedures were approved by the veterinary office of the canton of Zurich, Switzerland. A total of *n* = 94 adult C57BL/6J mice (2–3 months, 20–28 g, mixed sex, Charles River Laboratories) were used in this study. For the anatomical study, a total of *n* = 54 animals (22 females, 32 males) were used. For the transcriptomic study, only female mice (*n* = 40) were used to decrease lesion size variability. Animals were housed in groups of four to five under a constant 12 h light/dark cycle with food and water *ad libitum*.

##### Photothrombotic stroke.

For all surgeries, mice were initially anesthetized using 3–4% isoflurane, transferred to a stereotactic frame (Kopf Instruments) and kept at 1–2% isoflurane throughout the surgery. Body temperature was maintained at 37°C on a heating pad. All animals received a unilateral photothrombotic stroke to lesion the right side sensorimotor cortex as previously described (Watson et al., 1985; Bachmann et al., 2014). Briefly, the skull was exposed by a midline incision of the scalp. An opaque template with a defined opening (3 × 5 mm) was aligned to the midline over the right motor and premotor cortex (i.e., −2 to +3 mm A/P, 0–3 mm M/L related to bregma; Tennant et al., 2011). Five minutes after intraperitoneal injection of 0.1 ml Rose Bengal (10 mg/ml in 0.9% NaCl; Sigma-Aldrich), the skull was illuminated with a cold light source (Olympus, KL1500LDC, 150W, 3000K) placed firmly on top of the skull for 10.5 (females, 20–25 g) or 11 min (males, 25–28 g). Control animals received a sham operation without illumination of the skull. Postoperative care included recovery on a heating mat, sustained analgesia provided via drinking water (Novalgin, 2 mg/ml with 5% sucrose) and antibiotic treatment where necessary for 3 d.

##### Anterograde tracing of the forelimb cortex.

The contralesional CST was labeled using the anterograde tracer Biotinylated dextran amines (BDA) (MW 10,000, 10% solution in H_2_O; Invitrogen). Ten days before euthanasia, mice were fixed in a stereotactic frame and the scalp exposed. A craniotomy was performed over the left motor cortex with the dura being kept intact. Five injection sites were chosen at specific forelimb related coordinates (±1.25|−0.5 mm, ±2|−0.5 mm, ±1.25|+0.5 mm, ±2|+0.5 mm, ±1.25|+2 mm, in relation to bregma; Tennant et al., 2011). Two 40 nl injections were applied with a 33 gauge, 10 μl syringe driven by an electrical pump with a flow rate of 6 nl/s at 1 mm and 0.8 mm below the cortical surface. To avoid backflow of the tracer, the needle was kept in position for 2 min after each injection. After the last injection, the animal was sutured and removed from the stereotactic frame.

##### Behavioral testing.

Behavioral tests were performed before surgery (baseline) as well as 4, 7, 14, 28, and 42 d after photothrombotic stroke (dpi) of the right motor cortex. Post-stroke impairment and recovery of forelimb function was assessed using the cylinder test. Forelimb paw touches to the cylinder wall during spontaneous rearing behavior were recorded for 20 min or 30 rears in total (*n* = 10). Paw dragging of the affected limb was scored as previously described (Roome and Vanderluit, 2015) and expressed as the percentage of paw drags divided by total number of paw touches. The horizontal ladder walk test was used as an additional, more sensitive assessment of skilled limb placement (Metz and Whishaw, 2002). Three trials on a 40 cm long ladder with irregularly spaced rungs of 1–2 cm distance were recorded on each testing day (*n* = 48). Skilled forepaw placement on the rungs was scored as previously described (Maier et al., 2008). Blinding was not possible because of obvious stroke-induced motor deficits. However, we followed strict criteria to analyze the motor output: briefly, a full success (1 point) was counted when all four digits were placed correctly in front of the rung. Misplacement of one or more digits or of the palm of the paw was counted as partial success (0.5 points each), whereas a complete misplacement and subsequent slip was counted as no success (0 points). The success score was expressed as percentage of success (sum of success points) in relation to maximal possible outcome (total number of steps taken). The number of foot errors was measured as the number of misplacements divided by the total number of steps taken. All recorded steps were analyzed and no videos were excluded for the analyses to avoid bias toward stroked groups (*n* = 3 videos per animal per test day).

##### Perfusion fixation and tissue processing.

All mice were terminally anesthetized with 3–5% isoflurane followed by injection of pentobarbital (300 mg/kg body weight, i.p.; Streuli Pharma AG). For the anatomical studies, animals were transcardially perfused with Ringer's solution [containing 10^5^ IU/L heparin, (Roche) and 0.25% NaNO_2_] followed by 4% phosphate-buffered formaline containing 5% sucrose. The brain and spinal cord were dissected, postfixed in the same solution for 16 h and transferred to 30% sucrose in PBS for cryoprotection. For the transcriptomic study, animals were transcardially perfused with ice-cold Ringer's solution only. To preserve RNA quality, all following procedures were done rapidly to minimize time between animal kill and tissue collection. Brains and spinal cords were dissected and the intermediate layer of spinal levels C5/C6 was dissected by crude trimming with blades und a dissection microscope. The spinal samples were snap frozen in liquid nitrogen and stored at −80°C until further processing. Adjacent spinal tissue was analyzed for spinal anatomy to ensure correctness of the spinal level. The brains were immersed in 4% PFA overnight before being transferred to 30% sucrose in phosphate buffer (PB) for cryoprotection. Samples were blinded from the point of tissue harvesting.

##### Analysis of lesion completeness.

For the accurate analysis of lesion size, brain cross-sections (40 μm) were stained with cresyl violet and coverslipped with Eukitt. Brain sections at four defined landmarks (1.98, 0.98, −0.22, and −1.34 mm in relation to bregma) were analyzed for depth of the cortical lesion. Transverse spinal cord sections were cut and immunostained with an antibody against the γ-subunit of protein kinase C (PKC) (rabbit anti-PKC-γ, Santa Cruz Biotechnology; 1:200), an established marker for CST fibers (Mori et al., 1990), followed by goat anti-rabbit AlexaFluor 488 (Invitrogen; 1:200). Completeness of the CST lesion on the spinal level was analyzed as percentage of signal in the stroked CST area of the dorsal funiculus in relation to the healthy area of the same section.

##### Quantification of axonal sprouting.

To assess the distribution of BDA-labeled CST fibers within the denervated spinal hemicord, coronal spinal sections of 40 μm thickness were stained on-slide using the nickel-enhanced DAB (3,3′-diaminobenzidine) protocol (VectaStain ABC Elite Kit, Vector Laboratories). Samples of all groups were mixed on each slide to avoid bias induced by the staining procedure. After digitization (Zeiss, Axio Scan.Z1, ×100, opened aperture; three sections/spinal level/animal) obtained sections were blinded again and were fitted into a predefined template of the GM (Watson et al., 2009) using the moving least-squares deformation in FIJI (ImageJ; Schaefer et al., 2006) with five defined landmarks. This alignment allowed for correction of potential tissue shrinkage and stretching because of tissue processing. An intermediate step of manual drawing of the fibers using Photoshop CS6 (Adobe) by an experienced observer blinded to the animal and group number was performed to decrease noise levels of the staining background. A defined grid (20 × 20 panels) was aligned to the GM–white matter boundaries of the ventral horn on one side and the midline on the other. The fiber density was analyzed as gray-scale densitometry along each vertical and horizontal grid line using FIJI (ImageJ). Further analysis with a custom-made automated algorithm in MATLAB (R2015b) determined extended minima of the gray values, where each intersection of a fiber with a grid line resulted in a local minimum and was counted as a fiber. Fiber counts were normalized to an animal-specific normalization factor calculated as the mean gray value of the labeled dorsal CST area of all analyzed sections of the animal divided by the mean gray value of the CST area of all animals in the experiment. False color coded heat-maps for all groups were created with each panel representing the fiber counts at the medial and ventral grid point according to stereologic methods (Schmitz and Hof, 2005). Using this analysis, midline crossing CST fibers were automatically counted approximately each 100 μm and summed up to ∼200 μm bins. Difference maps were created as stroked minus sham maps. Counts of fibers were summed according to laminae predefined in the spinal cord atlas (Watson et al., 2009) to obtain a laminar specific analysis. To count fibers at the midline and the CST–GM border, sections of spinal levels C5/C6 were digitalized (Zeiss, Axio Scan.Z1, ×100; three sections/level/animal, *z*-stack of 10 images/slice with 1 μm distance) and fibers were counted manually using FIJI.

##### RNA purification and RNA-sequencing.

Total RNA was prepared from all samples simultaneously by using the NucleoSpin RNA XS Kit (Macherey-Nagel) under the protocols of the manufacturer with an additional TRIZol/chloroform extraction step because of the high lipid content of the spinal cord. The quality of the isolated RNA was determined with a Qubit 1.0 Fluorometer (Life Technologies) and a Bioanalyzer 2100 (Agilent). Only samples with a 260 nm/280 nm ratio between 1.8 and 2.1 and a 28 S/18 S ratio within 1.5–2 were further processed. The TruSeq RNA Sample Prep Kit v2 (Illumina) was used in the succeeding steps. Briefly, total RNA samples (100 ng) were ribo-depleted using Ribo Zero Gold (Epicenter) and then fragmented. The fragmented samples were reverse transcribed to cDNA, end-repaired and polyadenylated before ligation of TruSeq adapters containing the index for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched by PCR. The quality and quantity of the enriched libraries were validated using Qubit 1.0 Fluorometer and the Caliper GX LabChip GX (Caliper Life Sciences). The product is a smear with an average fragment size of ∼260 bp. The libraries were normalized to 10 nm in Tris-Cl 10 mm, pH 8.5 with 0.1% Tween 20. The TruSeq SR Cluster Kit v4-cBot-HS (Illumina) was used for cluster generation using 10 pm of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiSeq 4000 (single end, 125 bp) using the TruSeq SBS Kit v4-HS.

##### RNA-seq data analysis.

All statistical analysis was performed using the R environment for statistical computing (R v3.4.1) with Bioconductor (Huber et al., 2015) and dedicated packages. Alignment to the mouse reference genome (mm10) was performed by SALMON (v0.8.1), followed by gene quantification with Tximport (v1.0.3) using standard settings (Soneson et al., 2015). Expression level estimation was reported as counts per million (CPM) together with confidence intervals for each sample, although genes with an expression level of ≤5 were excluded to avoid technical artifacts (*n* = 28967 genes excluded). As a result, 16,995 transcripts were included in the analysis. Raw gene counts were normalized using edgeR (Robinson et al., 2010) and differential expression was expressed as the average CPM of one group divided by the average CPM of the sham operated animals. SDEGs were defined by a false discovery rate (FDR) < 0.05 and a log fold-change > 1.5 (*n* = 955 SDEGs). Hierarchical clustering was conducted in R (package “pheatmap”, Euclidean distance). To study the biological functions of relevant clusters identified by hierarchical clustering, we applied gene ontology (GO) enrichment analysis on respective gene sets using the Cytoscape (http://www.cytoscape.org/) plug-in BiNGO v2.44 (Maere et al., 2005) with standard settings and a FDR set to 0.05. Enriched GO terms were visualized by red nodes, where color represents the corresponding FDR-adjusted enrichment *p* value (*q* value) and size represents the gene set size of the according GO term. To further validate the obtained dataset, genes of the morphogenesis related pathways (e.g., anatomical structure development, morphogenesis of a branching structure) were cross-referenced to the literature to focus on genes that were previously connected to neurite outgrowth.

##### Microglia activation.

Free-floating sections of spinal tissue were quenched, permeabilized with 1% Triton in blocking buffer (10% normal goat serum and 1% bovine serum albumin in 0.05 m tris-buffered saline) and subsequently incubated with primary antibody (rabbit anti-Iba1, 1:1000; Wako) in blocking buffer overnight. The sections were subsequently incubated in secondary antibody (biotinylated goat anti-rabbit, 1:200) in blocking buffer. Sections were stained using the DAB protocol (VectaStain ABC Elite Kit, Vector Laboratories). Sections were thoroughly washed, mounted on slides and air dried overnight. Before coverslipping, sections were dehydrated using increasing ethanol concentrations and xylol incubation. Microglial activation was analyzed using morphological features. Slides were digitalized (Zeiss, Axio Scan.Z1, ×100; three sections/spinal level/animal, *z*-stack of 5 images/slice with 2 μm distance) and Iba1^+^ cells were marked in the GM by an experienced observer blinded to the group. A FIJI-based algorithm was used to select 20 Iba1^+^ cells within the GM in a semirandom manner that allowed selection of cells randomly but in an even distribution throughout the GM. This was achieved by placing a grid of a random spacing (50–100 μm) and selecting the closest marked cell to each intersection point. If this resulted in <20 cells, the spacing between the grid lines was decreased and new cells were selected. For each selected cell, the soma diameter and the longest process was measured to calculate the activation index as longest process of the cell divided by the diameter of the soma; thus, smaller values represent a more activated state of the cell. Three regions were defined as regions-of-interest: ventral and dorsal horn, the CST within the dorsal funiculus as well as the former CST projection area, which was defined as the area of dense projection of the healthy CST. For this, anterograde tracing was performed on healthy animals (3 sections/5 animals) and BDA^+^ fibers were identified in the spinal GM. The CST projection area was defined to outline the area of 80% of maximum staining intensity. The obtained data were further processed in MATLAB (R2015b) to classify the cells according to their spatial distribution and to obtain false color-coded heat-maps of Iba1^+^ cell activation and population density.

##### Neurite outgrowth assay.

Candidate proteins selected from the screen were tested for their neurite growth promoting capacity on neurons growing in presence of growth inhibitory adult spinal cord protein extract. To obtain spinal cord protein extracts, rats were killed by decapitation. The spinal cord was dissected and immediately homogenized using ice-cold extraction buffer (3.7% CHAPS and 5 mm EDTA in PBS) containing 1× HALT TM protease and phosphatase inhibitor (ThermoFisher Scientific). Homogenized tissue was incubated on ice for 30 min and centrifuged four times for 15 min at 13,000 × *g* at 4°C. Supernatant was aliquoted and snap-frozen in liquid nitrogen. The protein concentration was determined using a Bradford assay. N1E-115 mouse neuroblastoma cells were obtained from ATCC and maintained at 37°C in a humidified atmosphere with 5% CO_2_ in DMEM supplemented with 10% fetal bovine serum, 2% l-glutamine and 1% penicillin-streptomycin. Neuron-like differentiation was induced by switching the medium to serum-free Neurobasal supplemented with 2% l-glutamine and 1% PenStrep. Cells were plated in differentiation medium at a density of 10,000 cells/cm^2^. After 24 h, the cells were treated with spinal cord extract and candidate factors and left to grow for another 24 h. The following proteins were used at the indicated concentrations: 1 ng/ml transforming growth factor β1 (TGF-β1; R&D Systems, catalog #7666-MB-005/CF), 100 mm semaphorin 6A (Sema6a; R&D Systems, catalog #9017-S6-050), 100 mm Netrin G2 (Ntng2; R&D Systems, catalog #2744-NG-050), and 100 mm growth differentiation factor 7 (GDF7; R&D Systems, catalog #2744-NG-050). The assays were stopped by the addition of 4% PFA at room temperature for 15 min. The cells were then counterstained with Coomassie solution (0.25% Coomassie brilliant blue R250, 50% MeOH, 10% HoAC) for 5 min, followed by two consecutive washes with PBS and stored at 4°C. Randomized images were acquired on a ScanR HCS microscope (Olympus) equipped with an UPLSAPO 10× objective. Mean neurite outgrowth was quantified in ImageJ by applying a grid to the pictures and counting intersections of neurites with the grid lines and total cell bodies and calculating the ratio thereof (Rønn et al., 2000). Each experiment was conducted in three technical replicates.

##### *In situ* hybridization.

Freshly dissected, unfixed spinal tissue was collected as described above and directly snap-frozen on dry ice. Sections (16 μm) were cut on a cryostat at −20°C and stored at −80°C. *In situ* gene expression was assessed using either the RNAScope protocol (Advanced Cell Diagnostics, RNAscope 2.5 HD Assay-RED) or viewRNA (ThermoFisher Scientific, QVT 1-Plex Assay Kit) according to the manufacturer's protocol. Briefly, in both kits, slices were fixed in 4% PFA for 20 min before being hybridized to the probe (RNAScope: TGF-β1, catalog #407751; viewRNA: Sema6a, catalog #VB6-3116963-VCP; Ntng2, catalog #VB1-3046339-VT), which were further amplified using branched DNA amplification methods. The probes were detected using a fast red detection kit. Sections were counterstained with DAPI and digitalized (Zeiss, Axio Scan.Z1, ×200). For analysis, *n* = 3 sections per animal per group were randomly selected based on their tissue intactness. Quantification of mRNA expression was done by densitometric analysis as the percentage of white signal over black background in four defined regions (CST in the dorsal funiculus, ventral horn, dorsal horn, and intermediate layers) of the denervated hemicord after applying gene-specific thresholds, which were defined for five randomly selected images of the dataset and averaged.

##### Statistical analysis.

Statistical analysis was performed with Prism 7.0 (GraphPad Software) and R v3.4.1. For statistical tests within groups over time, ordinary one-way ANOVA (one-way ANOVA) or linear mixed models (LMMs) followed by Dunnett's multiple-comparisons (MC) test were used. To detect differences between groups and within groups over time and for comparison of more than two groups over time, two-way ANOVA with repeated measures followed by Tukey multiple-comparisons test was used. The threshold for significance for all experiments was set at *p < 0.05. Smaller *p* values were represented as **p < 0.01 and ***p < 0.001. Other symbols might be used to indicate two comparisons in one graph. In bar graphs, all data are plotted as mean ± SEM. In box plot graphs, data are represented as median ± 25th percentile (box) and min/max (whiskers). In the neurite outgrowth assay, data were normalized to PBS controls. In all graphs, dots represent individual animals.

##### Accession codes.

The accession number for the raw sequencing data reported in this paper is NCBI GEO: GSE128623.

## Results

### Motor behavior partially recovers after unilateral motor cortex stroke in young adult mice

We induced a large microthrombotic stroke in the right sensorimotor cortex of 2- to 3-month-old mice of both sexes by intraperitoneal Rose Bengal injection and skull illumination. Strokes were similar in dimensions in all animals (Fig. 1*A*,*B*) and did not differ between sexes (data not shown). PKC-y staining on spinal levels showed a successful >80% ablation of the corresponding corticospinal tract with no significant difference between experimental groups (*p* > 0.8082, one-way ANOVA with MC; Fig. 1*A*). The lesion reached into deep cortical layers across all animals used in the subsequent studies with no significant differences between experimental groups (*p* = 0.4717, one-way ANOVA; Fig. 1*B*).

**Figure 1.**
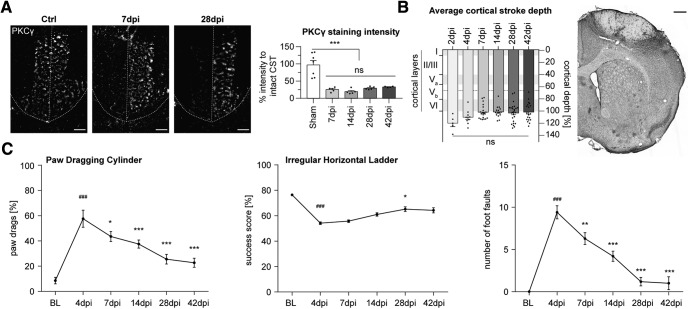
Large unilateral cortical strokes lead to motor function impairments that recover over time. ***A***, Immunoreactivity for the CST marker PKC-γ in the cervical spinal cord. Representative pictures show the intact CST on both sides of a sham-operated animal (left) and an absence of signal on the left (lesioned) side in a stroked animal at 7 dpi and 28 dpi (middle and right). Scale bar, 50 μm. Quantification of signal strength for CST in relation to the intact CST of the healthy hemicord (*n* = 5/group). ***B***, Quantification of cortical stroke depth for all animals in all experimental groups. Location of CSMNs in layer V is indicated by a dotted line. The sensorimotor area was specifically injured (Nissl staining at 7 dpi, representative picture). Scale bar, 500 μm. ***C***, Forelimb motor impairment assessed by paw dragging cylinder task (*n* = 10) and horizontal ladder task (*n* = 50). #Indicates comparison to baseline levels, *Indicates comparison to 4 dpi.

To assess functional performance, we measured motor impairment and subsequent recovery using the paw dragging cylinder test and the horizontal ladder task. In the paw dragging cylinder test, paw drags were counted during spontaneous rearing behavior. Shortly after injury, the number of paw drags increased significantly (baseline–4 dpi: ###*p* < 0.001, LMM with MC), although a gradual spontaneous recovery was observed over the following 6 weeks (4–7 dpi: *p = 0.03399, 4–42d pi: ***p < 0.001, LMM with MC; Fig. 1*C*). Using a more sensitive test, the horizontal ladder task, we addressed fine motor skills of the forelimbs by scoring forelimb rung placements. At 4 dpi, all stroked animals showed a strong deficit in limb placement and targeting as detected by a reduction in success score and an increase in the number of forelimb foot faults compared with baseline (baseline–4 dpi: ###*p* < 0.001, LMM with MC; Fig. 1*C*). The motor performance gradually improved over the course of the following 6 weeks (success score, 4–28dpi: *p = 0.00995; foot faults, 2–42 dpi: ***p < 0.001, LMM with MC). Both behavioral tests show that ablation of the right sensorimotor cortex resulted in an impairment of skilled motor function, although a partial spontaneous recovery can be observed in the course of 6 weeks after the injury.

### The contralesional corticospinal tract sprouts and reinnervates the stroke-denervated hemicord

In mice, a significant degree of spontaneous reinnervation of the stroke-denervated cervical hemicord by sprouting of contralesional corticospinal fibers can be detected 28 d after lesion (Ueno et al., 2012; Bachmann et al., 2014). To assess the temporal and spatial distribution of this contralesional corticospinal input, we injected the anterograde tracer BDA into the intact, contralesional forelimb motor cortex of stroked and sham-operated animals (Fig. 2*A*). First, we semiautomatically quantified BDA^+^ fibers in the stroke-denervated hemicord 28 dpi across all cervical levels of the spinal cord (Fig. 2*B*). The “side switch” of descending corticospinal projections was present on all levels of the cervical spinal cord, but fiber growth was markedly increased after stroke in cervical segments C3 and C6 as seen by total fiber counts (C3: *p = 0.0475, C6: *p = 0.0394, two-way ANOVA with MC; Fig. 2*C*). Using a detailed laminar analysis, we show that newly formed projections targeted primarily laminae IV–V and VI+VII in C3 (Lam IV+V: **p = 0.0082, Lam VI+VII: *p = 0.0275, two-way ANOVA with MC) and C6, respectively (Lam IV+V: **p = 0.0010, two-way ANOVA with MC; Fig. 2*D*).

**Figure 2.**
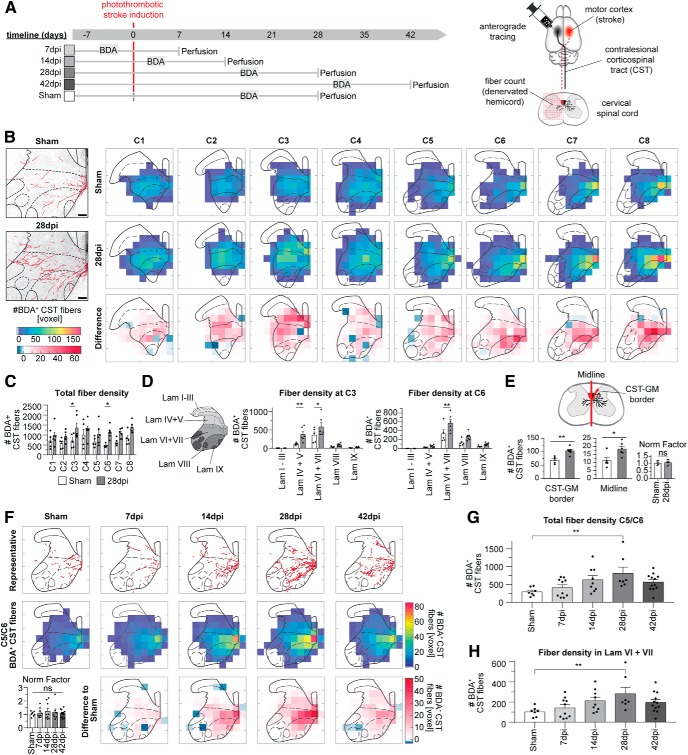
Contralesional corticospinal fibers cross the spinal cord midline on all cervical levels after large unilateral stroke. ***A***, Experimental timeline of the study. Adult C57BL/6 mice (*n* = 54) received a large unilateral cortical stroke. Anterograde tracing of the CST was performed 10 d prior perfusion and sprouting was analyzed at 7, 14, 28, and 42 dpi. Control animals received a sham operation. BDA^+^ fibers were counted in the cervical spinal cord. ***B***, Representative sections of the cervical spinal cord with highlighted BDA^+^ fibers of the contralesional CST 28 d after stroke compared with sham animal. Scale bar, 100 μm. Average false color coded heat maps of BDA-labeled fiber counts on cervical levels C1–C8 of sham animals (top row; *n* = 5) and stroked animals at 28 dpi (middle row; *n* = 6). Difference map (bottom row) represents the difference between stroke to sham groups (average of stroked group minus average of sham). Increased fiber density is depicted in red, decreased fiber density in blue colors. ***C***, Quantification of total fiber density across the whole GM across cervical segments. ***D***, Laminar analysis (based on the schematic representation of the Rexed laminae) on spinal levels C3 and C6. ***E***, Stereological intersection counting of BDA^+^ fibers at the CST–GM border and the spinal cord midline. ***F***, Average false color-coded heat maps of BDA^+^ fiber counts on cervical levels C5/C6 after 7, 14, 28, and 42 dpi, and after sham operation (*n* = 7–13/group). Top row, Representative drawings of fiber innervation. Middle row, Average false color-coded heat map of BDA-labeled fiber counts across groups. Bottom row, Difference map (average of stroked group minus average of sham). Increased fiber density is depicted in red, decreased fiber density in blue colors. ***G***, ***H***, Quantification of total fiber counts of the whole GM (***G***) and within lamina VI+VII (***H***) of cervical segments C5/C6. *P < 0.05, **P < 0.01, ***P < 0.001.

Increased innervation by the contralesional CST might be established by increasing terminal arbors of the pre-existing crossed or uncrossed projections that can be found in mice (Fig. 2*B*; representative picture of Sham-operated animal) or by formation of new projections from the intact side that grow across the spinal segmental midline (Weidner et al., 2001; Lindau et al., 2014). To investigate the origin of the stroke-induced fiber increase, we counted BDA^+^ fibers exiting the CST on spinal levels C5/C6 within the intact hemicord at the border between the GM and the CST in the dorsal funiculus, as well as at the spinal cord midline (dorsal and ventral commissure; Fig. 2*E*). An increased number of BDA^+^ fibers was found to branch off the CST into the GM (**p = 0.0018, unpaired *t* test) with a concomitant increase in fiber counts at the spinal cord midline (*p = 0.0233, unpaired *t* test). These results suggest an increase in new projections arising from the CST of the intact hemicord with extensive branching in the appropriate layers of the denervated hemicord.

To address the temporal profile of reinnervation by contralesional CSMNs, we quantified BDA^+^ fibers at cervical levels C5/C6 in the stroke-denervated hemicord at 7, 14, 28, and 42 dpi (Fig. 2*E–G*). We observed a gradual increase in fiber counts up to 28 dpi when compared with sham-operated animals (Sham, 28 dpi: **p = 0.005, one-way ANOVA with MC), with a subsequent reduction at 42 dpi (Sham, 42 dpi: *p* = 0.2015; Fig. 2*E*,*F*). This temporal projection pattern was also seen in the intermediate laminae VI+VII (Sham, 28 dpi: **p = 0.0092, one-way ANOVA with MC; Fig. 2*G*).

### The stroke-denervated intermediate laminae of the cervical spinal cord show differential gene expression

After confirming the intermediate laminae VI+VII on spinal level C6 as the target area densely reinnervated by contralesional CSMNs, we sought to identify the transcriptomic profile of this spinal tissue at selected time points reflecting key time points of stroke recovery (4, 7, 14, 28, 42 dpi). For this, we micro-dissected the intermediate laminae of the stroke-denervated hemicord on spinal level C5/C6 for RNA extraction (Fig. 3*A*). 

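RNA of the intermediate laminae was sequenced for 6 groups of mice, a sham-operated group and groups taken at 4, 7, 14, 28 and 42 dpi. The sample labels list 30 animals, 5 per group. Values for 29 of them were used, because 1 animal labelled 4 dpi (A9-3) has no column of values. The 4 dpi group therefore held 4 animals and every other group held 5. The authors quantified the reads on the mouse transcriptome (mm10) with SALMON 0.8.1 and summarised them per gene with Tximport 1.0.3. They normalized the values with edgeR and kept 16995 genes. The deposited score of a gene in an animal is this normalized value (CPM), rounded to 0.1. The values are not counts and no read totals were used here, so the depth behind them is unknown and no counting error is given. An animal's values summed to between 714597 and 2256910, while the median over genes lay between 10.2 and 11.2 in every animal. Between 16903 and 16967 genes had a value above 0 in each animal.

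Across genes, which are not independent replicates, Pearson's r of the log2 values of 2 animals of one group ranged from 0.974 to 0.991 over 56 pairs, with a median of 0.986. For 2 animals of different groups it was hardly lower, from 0.952 to 0.992 over 350 pairs with a median of 0.984. Each stroke group was compared with the sham group in 1 limma fit (version 3.58.1, moderated test with a mean-variance trend) of log2(value + 0.5) over all 29 animals. The fit had 1 mean per group, and p values were adjusted over the 16995 genes (Benjamini-Hochberg). A gene was counted as an SDEG when its adjusted p was under 0.05 and its fold change on this scale was above 1.5 in either direction, a log2 fold change beyond 0.585. The calls in the authors' deposited table follow the same limits for all 16995 genes, applied to the authors' own fold changes and adjusted p values. The added 0.5 understates the change of genes with low values, and 1498 genes had a mean value under 1. For single values, a two-sided exact permutation test of 5 against 5 animals cannot give a p below 0.00794, and one of 4 against 5 animals cannot give a p below 0.0159. The labels give no sequencing batch, but they give each animal a unit number. Only unit 3 holds animals of different groups (28 dpi and 42 dpi), so a unit and a time point can hardly be told apart. Within groups, animals of the same unit (24 pairs) were not more alike than animals of different units (32 pairs), with a difference in mean correlation of 0.00429 (permutation p = 0.470).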

Samples were further processed on the Illumina 4000 HiSeq platform. Alignment of reads to the mouse transcriptome showed a successful mapping to the genome (∼70%, data not shown) comparable to previous studies on spinal tissue (Shi et al., 2017). 

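Compared with sham-operated animals, 16 SDEGs were found at 4 dpi, of which 14 were upregulated and 2 downregulated. At 7 dpi there were 5 SDEGs and at 14 dpi there was 1, all downregulated. The number rose to 789 at 28 dpi (706 upregulated, 83 downregulated) and was 4 at 42 dpi (2 upregulated, 2 downregulated), giving 808 different genes in all. The count at 42 dpi was 43 in a fit of only the 2 groups and 39 with the label unit as a random block. In the other alternatives set before the data were examined it was 12 or fewer. The block fit had a negative correlation within units (-0.0441), so it did not allow for likeness of animals of a unit. Genes with an unadjusted limma p under 0.05 numbered 874, 992, 1973, 6548 and 2507 at 4, 7, 14, 28 and 42 dpi. At 28 dpi, 1046 genes were higher in all 5 stroke animals than in all 5 sham animals and 637 genes were lower, where chance alone gives 0.794% of genes in both directions together. Of the 789 SDEGs at 28 dpi, 447 were separated in this way. The time points were also compared with each other. Between 28 dpi and 4, 7, 14 and 42 dpi there were 738, 1236, 2002 and 38 SDEGs. Between 4 dpi and 7 dpi there were 0, with 495 genes at an unadjusted p under 0.05. Of the 4 SDEGs at 42 dpi, 3 were SDEGs in the same direction at 28 dpi. Of the 891 genes called at 28 dpi in the authors' deposited table, 574 (64.4%) were SDEGs here, none in the opposite direction. Another 215 SDEGs were not called there. Pearson's r across genes between the log2 fold changes and those of the authors' deposited table was 0.887 at 28 dpi and between 0.815 and 0.850 at the other time points.

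Residual ribosomal RNA differed between the animals. The value of Rn18s-rs5, an 18S ribosomal RNA gene, lay between 30321 and 52929 in sham animals, 18295 and 114026 at 4 dpi, 36202 and 116302 at 7 dpi, 32754 and 817780 at 14 dpi, 44755 and 779160 at 28 dpi, and 78737 and 457302 at 42 dpi. The alternative that moved the number of SDEGs at 28 dpi most rescaled every animal's values to the same sum, ribosomal RNA included. It gave 11056 SDEGs (34 upregulated, 11022 downregulated). This scaling moved the median of all genes at 28 dpi by -0.72, so its falls are no evidence of regulation. When ribosomal RNA was a covariate, 0 SDEGs remained at 28 dpi, with 3751 genes at an unadjusted p under 0.05. The covariate does not separate ribosomal RNA from the time point. Both alternatives were chosen after the column sums and the ribosomal RNA values were seen. Apart from the genes named in the paper, the SDEGs with the largest changes and no overlap between the stroke and the sham animals were taken. At 4 dpi these were Cd52 (log2 fold change 1.45, limma, Benjamini-Hochberg adjusted p = 0.0480), Mpeg1 and Fcgr3, which rose, and Vgf, which fell by 0.81 on the log2 scale (limma, adjusted p = 0.00915). Cd52 was an SDEG in 9 of 19 other settings, Mpeg1 in 18 of 20, Fcgr3 in 20 of 20 and Vgf in 19 of 20. Cd52 lies near the rounding step of 0.1 in sham animals. Its log2 fold change was between 1.06 and 2.36 in the alternatives set before the data were examined. At 7 dpi the SDEGs taken were Rn7s6, Rny3 and Gm26315, all annotated as misc_RNA, which fell by 2.20, 1.89 and 1.53 on the log2 scale. They were SDEGs in 21, 7 and 6 of 21 other settings. The single SDEG at 14 dpi was Rn7s6, which fell by 2.63 to values between 0.1 and 0.3, near the rounding step. The largest rises at 28 dpi were in AY036118 (3.50), Mir6240 (2.56) and Lars2. These rises shrank with ribosomal RNA as a covariate: the AY036118 log2 fold change at 28 dpi was then 0.63, the Mir6240 log2 fold change at 28 dpi 0.73 and the Lars2 log2 fold change at 28 dpi 0.17. Of 8 alternatives set before the data were examined, 7 kept the Lars2 rise. The lowest Lars2 log2 fold change at 28 dpi among them was 0.10, and the largest limma adjusted p was 0.823. The lowest values for AY036118 and Mir6240 were 2.38 and 2.42. The largest falls at 28 dpi were in Gm43079, Gm26315 and Gm13292, which fell by 2.14, 1.08 and 1.04 on the log2 scale. Gm43079 and Gm13292 lie near the rounding step of 0.1, so the size of their falls is uncertain. In the alternatives set before the data were examined, their log2 fold changes lay between -4.64 and -1.50 and between -2.37 and -0.70. At 42 dpi, Mir6240 (2.54) and Cdr1 (1.72) rose, and Gm26315 and Gsn fell by 1.90 and 0.78 on the log2 scale. Every 42 dpi animal had more Rn18s-rs5 than every sham animal. At 14 dpi, Mir6240 and Cdr1 were highest in the animals with the most Rn18s-rs5, A5-3 (13 and 114.4) and A6-3 (26.1 and 143.9). In 28 dpi animal A4-1, with Rn18s-rs5 inside the sham range, they were 6.2 and 85.8, above the sham ranges. A contribution of ribosomal RNA to these rises was not excluded.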

Using a false discovery rate (FDR) of < 0.05 and a minimum *log*_2_-fold change of 1.5, a total of 955 SDEGs were identified, although the most pronounced differential regulation (891 SDEGs) was seen at 28 dpi (Fig. 3*B*).

**Figure 3.**
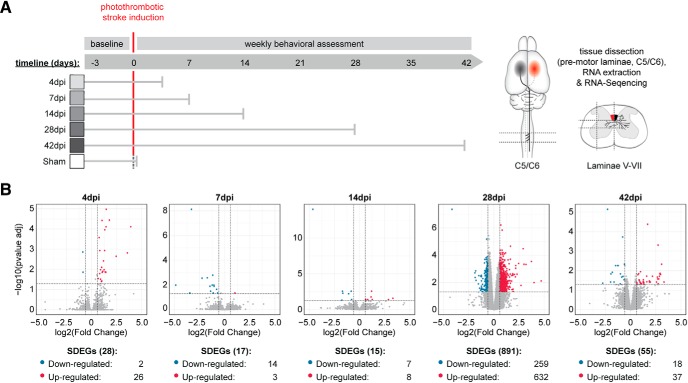
Comparison of gene expression between stroke-denervated and sham spinal cords at selected time points after injury reveals injury related changes in lamina IV-VII on spinal levels C5/C6. ***A***, Experimental timeline of the study. Animals received a large unilateral cortical stroke. Tissue samples were collected by microdissection of the intermediate laminae on spinal level C5/C6 at 4, 7, 14, 28, and 42 dpi (*n* = 8/group). Control animals received a sham operation. ***B***, Volcano plots display the log_2_ fold-change versus -log_10_ of the adjusted *p* value for each differentially expressed gene after comparison of the respective time point to the sham group (*n* = 5/group). The cutoff criteria of 1.5 log fold-change and FDR of < 0.05 are indicated by dotted lines in each panel. Downregulated SDEGs are depicted in blue, upregulated SDEGs in red. The full list of genes as well as their expression patterns at the different time points can be found in the GEO repository (accession code GSE128623).

Unbiased hierarchical clustering of all SDEGs identified four clusters representing different expression patterns (Fig. 4*A*,*B*, and Fig. 4-1). 

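The log2 values of the 808 SDEGs, scaled to z-scores per gene, were clustered over all 29 animals with correlation distance and complete linkage into 4 clusters of 705, 83, 14 and 6 genes. The 705 genes rose by a mean z-score of 1.78 at 28 dpi and 0.94 at 42 dpi relative to the sham animals, and the 83 genes fell by 1.64 and 0.58 at these time points. The cluster of 14 genes had its highest mean z-score at 4 dpi, 2.34, and the cluster of 6 genes was below the sham animals at every time point, with mean z-scores between -1.84 and -0.55. Of the 705 genes, 497 are in Cluster 2 of the paper's Figure 4-1, 74 of the 83 genes are in Cluster 3, 11 of the 14 genes are in Cluster 4 and 4 of the 6 genes are in Cluster 1. Over the 591 SDEGs that are also in the paper's list, the adjusted Rand index between both partitions was 0.975. Clustering the paper's 955 genes instead moved the partition most, with clusters of 643, 251, 38 and 23 genes and an adjusted Rand index of 0.898, and 28 of the 39 genes of Cluster 4 then fell into the cluster of 251 genes. These lists came from the same animals, so the index describes the overlap and is no separate test.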

Cluster 1 (19 SDEGs) covered genes that were downregulated upon stroke induction (4 dpi) and stayed at lower levels persistently. 

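An animal's score for a cluster was the mean, over the genes that Figure 4-1 lists for it, of log2(value + 0.5) minus the gene's mean in the sham animals. The genes were chosen by the authors from the same animals, so the tests describe the pattern and do not test the choice. The score of the 19 genes of Cluster 1 was -0.48 ± 0.202 (SD, n = 4) at 4 dpi, -1.03 ± 0.186 (SD, n = 5) at 7 dpi, -0.75 ± 0.121 at 14 dpi, -0.36 ± 0.132 at 28 dpi and -0.79 ± 0.451 at 42 dpi, with an SD of 0.256 between the sham animals. Every animal at 7 and 14 dpi was below the sham range, as were 3 of 4 animals at 4 dpi, 3 of 5 at 28 dpi and 4 of 5 at 42 dpi. Exact two-sided permutation tests were adjusted over 20 comparisons (4 clusters, 5 time points; Benjamini-Hochberg). They gave an adjusted p of 0.0529 at 4 dpi, 0.0317 at 7 and 14 dpi, 0.0529 at 28 dpi and 0.0397 at 42 dpi. No difference in the score was detected between 4 dpi and 28 dpi, at -0.12 (exact permutation test, p = 0.333, 0.333 after adjustment over 6 comparisons between time points). With 4 against 5 animals this does not show that the scores are equal. The animals at 7 dpi (-1.31 to -0.80) and 28 dpi (-0.54 to -0.22) did not overlap, but these time points were not compared in a test. Predicted genes made up 13 of the 19 genes (68.4%), against 16.2% of the genes tested. Without them, which moved the scores most, the Cluster 1 score at 4 dpi was -0.61 (exact permutation test, adjusted p = 0.0353) and the Cluster 1 score at 28 dpi was -0.24 (adjusted p = 0.0433).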

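The score of the 644 genes of Cluster 2, computed as for Cluster 1, was 0.13 ± 0.118 (SD, n = 4) at 4 dpi, 0.083 ± 0.143 (SD, n = 5) at 7 dpi, 0.0040 ± 0.173 at 14 dpi, 0.71 ± 0.197 at 28 dpi and 0.40 ± 0.135 at 42 dpi, against an SD of 0.0781 between sham animals. All 5 animals at 28 dpi and all 5 at 42 dpi were above the highest sham score, 0.0818. The exact permutation test with the same adjustment gave adjusted p = 0.0317 at both time points and adjusted p = 0.171, 0.345 and 1.0 at 4, 7 and 14 dpi. The score was higher at 28 dpi than at 42 dpi by 0.31 (exact permutation test, p = 0.0159, adjusted p = 0.0238 over 6 comparisons). Within groups and outside 28 dpi, the score followed the slope of an animal's expression on gene length, with Pearson's r of 0.549 (n = 24, permutation p = 0.00287, 0.0100 adjusted over 7 relations). Spearman's rho was 0.600 (permutation p = 0.00260, adjusted 0.00564), and r was 0.574 without the 2 animals farthest from the median. Predicted genes made up 334 (51.9%) of the 644 genes. The 253 genes of Cluster 3 had scores between 0.0015 and 0.13 up to 14 dpi, -0.54 ± 0.281 (SD, n = 5) at 28 dpi and -0.17 ± 0.0827 at 42 dpi, with a sham SD of 0.221. These falls had exact adjusted p values of 0.0529 and 0.201, and 3 of 5 animals at 28 dpi and 0 of 5 at 42 dpi were below the sham range. The score was lower at 28 dpi than at 42 dpi, with a difference of -0.37 (exact permutation test, p = 0.0159, adjusted p = 0.0238).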

Cluster 2 comprised 644 SDEGs that were upregulated at late time points (28 and 42 dpi), whereas genes of Cluster 3 (253 SDEGs) were downregulated at late time points. 

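The 39 genes of Cluster 4 had a score of 0.67 ± 0.287 (SD, n = 4) at 4 dpi, 0.32 ± 0.297 (SD, n = 5) at 7 dpi, 0.42 ± 0.131 at 14 dpi, 0.20 ± 0.260 at 28 dpi and 0.23 ± 0.191 at 42 dpi, with a sham SD of 0.0756. All animals at 4 and 14 dpi were above the sham range. The exact permutation test gave an adjusted p of 0.0397 at 4 dpi, 0.0529 at 7 dpi, 0.0317 at 14 dpi, 0.201 at 28 dpi and 0.0397 at 42 dpi. With the median over genes in place of the mean, the Cluster 4 score at 42 dpi was 0.22 (exact permutation test, adjusted p = 0.0595). Only 2 of the 39 genes (5.13%) are predicted genes.

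**Figure D1:**
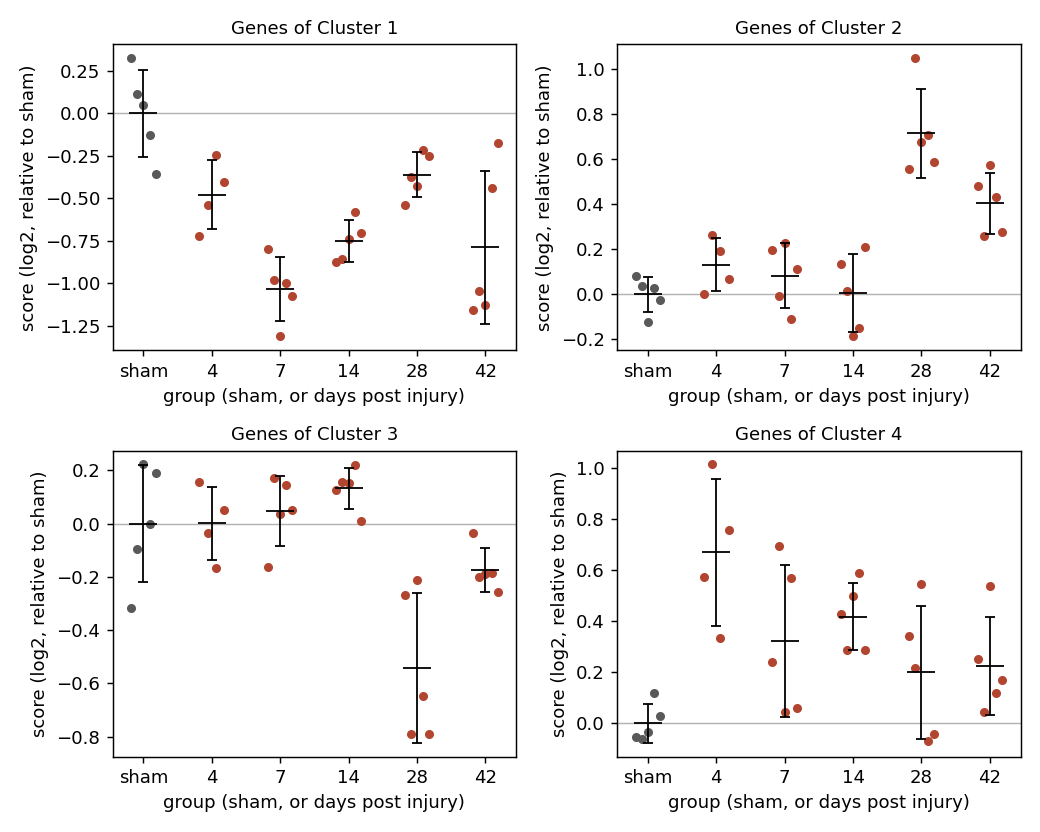
Scores of the genes of Clusters 1 to 4 in each animal, in log2 units relative to the mean of the sham animals, by group (sham, or days post injury). Points are animals and bars are the mean ± SD of 4 animals at 4 dpi and 5 in each other group; at 28 dpi the animals lie between 0.55 and 1.05 for Cluster 2, above all sham animals.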

Last, early upregulated genes (39 SDEGs) clustered together in Cluster 4. We performed additional GO term analysis for clusters 2 and 4 to identify factors that might elicit sprouting or guide the reinnervating fibers coming from the contralesional CSMNs. Network visualization of the SDEGs of Cluster 2 (Fig. 4*C*, and Fig. 4-2) revealed several hubs to be differentially regulated, including regulation of gene expression and cell adhesion and signaling. Notably, SDEGs of Cluster 2 were found enriched in morphogenic biological processes such as anatomical structure development (Sema6A, Notch3, Syngap1, TGF-βR3, Itga3, LIF, GDF7, PlxnA1) and morphogenesis of a branching structure (TGF-β1, Sox9, Pax2, GDF7, PlxnA1). 

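Of 15 genes that the paper names as regulated at late time points, 12 rose and 3 fell at 28 dpi. With adjustment over these 15 genes alone, 15 had a limma adjusted p under 0.05 at 28 dpi. With adjustment over all genes tested 14 did, of which 9 also passed the fold limit. The list is the paper's own choice from these animals, so passing over it is no separate test. Notch3 (chromosome 17, 32120820 to 32166880, mm10) had a value of 17.6 ± 3.23 normalized CPM (SD, n = 5) at 28 dpi against 10.4 ± 2.25 in sham animals (n = 5), a log2 fold change of 0.74 (standard error 0.137, limma, Benjamini-Hochberg adjusted p = 0.00145), and 4 of 5 stroke animals were above the sham range. Pax2 (chromosome 19, 44756045 to 44837871), which overlaps antisense transcripts, had a log2 fold change of 0.69 (standard error 0.216, limma, adjusted p = 0.0217), with 4 of 5 animals above the sham range. It was not an SDEG in 4 of the 10 fits that each left out 1 animal. Tgfbr3 (chromosome 5, 107106570 to 107289629) rose from 10.1 ± 1.36 to 13.6 ± 1.93, a log2 fold change of 0.41 (standard error 0.108, limma, adjusted p = 0.00837), which is under the fold limit, so that it was not an SDEG. When every animal was rescaled to the same sum, the median of all genes shifted by -0.72 and the direction changed for each of these 3 genes. The Notch3 log2 fold change at 28 dpi was then -0.02, the Tgfbr3 log2 fold change at 28 dpi -0.35 and the Pax2 log2 fold change at 28 dpi -0.01. Notch3 and Pax2 were no longer SDEGs with ribosomal RNA as a covariate: the Notch3 log2 fold change at 28 dpi and the Pax2 log2 fold change at 28 dpi then had limma adjusted p values of 0.0547 and 0.0985. Within groups, their Pearson's r with Rn18s-rs5 was -0.0691 and -0.135 (permutation p = 0.719 and 0.486). The covariate does not separate ribosomal RNA from the time point, so the lost calls do not show an effect of ribosomal RNA on these genes.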

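Fcgr3, Fcgr2b, Cd74, Lag3, Clec7a, C1qa, C1qb, C1qc, C4b, Csf1r, Trem2, Grn and Mpeg1 are 13 early genes that the paper names. All 13 were higher than in sham animals at both 4 dpi and 7 dpi, with log2 fold changes between 0.36 and 1.77 at 4 dpi and between 0.19 and 0.95 at 7 dpi. At 4 dpi, 12 of the 13 had a limma adjusted p under 0.05 with adjustment over the list alone, which is the paper's own choice from these animals. With adjustment over all genes 4 did, and these were SDEGs. At 7 dpi, 5 passed over the list and 0 over all genes. At 14 dpi, all but Grn (0.198) passed over the list, with limma adjusted p values between 0.0102 and 0.0365. None passed over all genes at 14 dpi. Lag3, C4b and Mpeg1 passed over the list at 28 dpi, and so did these genes, Fcgr2b and Clec7a at 42 dpi. The rise was thus not limited to 4 and 7 dpi. Fcgr3 (chromosome 1, 171051174 to 171064935, mm10) had a value of 6.80 ± 1.66 normalized CPM (SD, n = 4) at 4 dpi against 2.44 ± 0.532 in sham animals (n = 5), a log2 fold change of 1.30 (standard error 0.198, limma, Benjamini-Hochberg adjusted p = 0.00473), and all 4 animals were above the sham range (exact permutation test, p = 0.0159). It shares 13.4% of its 31-base words with Fcgr2b, so that reads of both genes could be exchanged. Fcgr2b itself had a log2 fold change of 0.66 (standard error 0.205, limma, adjusted p = 0.372). C1qc (chromosome 4, 136889804 to 136893065) rose from 8.32 ± 1.60 to 19.1 ± 7.04, a log2 fold change of 1.09 (standard error 0.230, limma, adjusted p = 0.0478), with 3 of 4 animals above the sham range. Its adjusted p was under 0.05 in 8 of 20 other settings. The neighbouring C1qa and C1qb had log2 fold changes of 0.92 and 0.97 (limma, adjusted p = 0.121 and 0.115), and without 4 dpi replicate A9-2 both were SDEGs. C4b, which shares 48.3% of its 31-base words with C4a, had a log2 fold change of 1.30 (standard error 0.390, limma, adjusted p = 0.337), with 2 of 4 animals above the sham range. Lag3 rose from 0.70 ± 0.122 to 1.45 ± 0.387 (log2 fold change 0.68, limma, adjusted p = 0.362), and Cd74 rose from 0.54 ± 0.134 to 0.825 ± 0.0957 (log2 fold change 0.36, limma, adjusted p = 1.0); both lie near the rounding step of 0.1.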

In Cluster 4 (Fig. 4*D*, and Fig. 4-3), the major hub was associated with inflammatory processes such as cytokine production (CD74, LAG3, FCGR3, CLEC7A, FCGR2B), phagocytosis (FCGR3, CLEC7A, FCGR2B), and complement activation (C1qa- C1qc, C4b, CSF1R, FCGR2, TREM2). 

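Mpeg1 (chromosome 19, 12460779 to 12465284, mm10) had a value of 18.3 ± 6.72 normalized CPM (SD, n = 4) at 4 dpi against 6.62 ± 0.973 in sham animals (n = 5), a log2 fold change of 1.34 (standard error 0.233, limma, Benjamini-Hochberg adjusted p = 0.00915). At 7 dpi its value was 12.3 ± 5.81 (SD, n = 5), a log2 fold change of 0.75 (limma, adjusted p = 0.692), and every animal was above the sham range at both time points (exact permutation test, p = 0.0159 at 4 dpi and 0.00794 at 7 dpi). Csf1r (chromosome 18, 61105572 to 61132149) rose from 30.7 ± 3.08 to 52.1 ± 9.21 at 4 dpi, a log2 fold change of 0.74 (standard error 0.128, limma, adjusted p = 0.00915), with 4 of 4 animals above the sham range, and its log2 fold change at 7 dpi was 0.30 (limma, adjusted p = 0.802). Without 4 dpi replicate A10-4, the limma adjusted p of Mpeg1 and of Csf1r at 4 dpi was 0.0986. Grn (chromosome 11, 102430315 to 102437048) rose from 13.5 ± 0.627 to 23.6 ± 7.46 at 4 dpi, a log2 fold change of 0.74 (standard error 0.161, limma, adjusted p = 0.0540), and was not an SDEG, although all 4 animals were above the sham range. Clec7a (chromosome 6, 129461591 to 129472779), which the annotation lists as a polymorphic pseudogene, rose from 0.18 ± 0.130 to 2.05 ± 1.32 at 4 dpi, a log2 fold change of 1.77 (standard error 0.423, limma, adjusted p = 0.104). Its fold change depends on the pseudocount: the Clec7a log2 fold change at 4 dpi was 3.23 with 0.05 in place of 0.5. At 28 dpi, Mpeg1 was an SDEG as well (log2 fold change 0.72, limma, adjusted p = 0.0194).

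**Figure D2:**
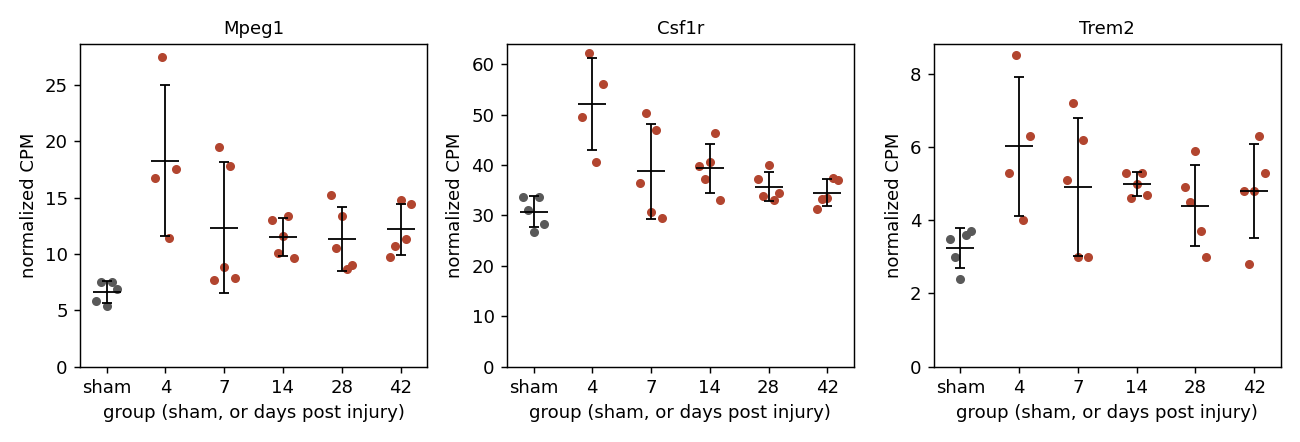
Values of Mpeg1, Csf1r and Trem2 in each animal, in normalized CPM, by group (sham, or days post injury). Points are animals and bars are the mean ± SD; at 4 dpi the 4 animals lie above every sham animal for all 3 genes, between 11.4 and 27.5 for Mpeg1, 40.7 and 62.2 for Csf1r, and 4.0 and 8.5 for Trem2.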

Interestingly, selected markers of the recently identified novel subtype of microglia (“disease associated microglia”; Keren-Shaul et al., 2017) were found among these early upregulated genes (CSF1R, GRN, TREM2, MPEG, CLEC7A).

**Figure 4.**
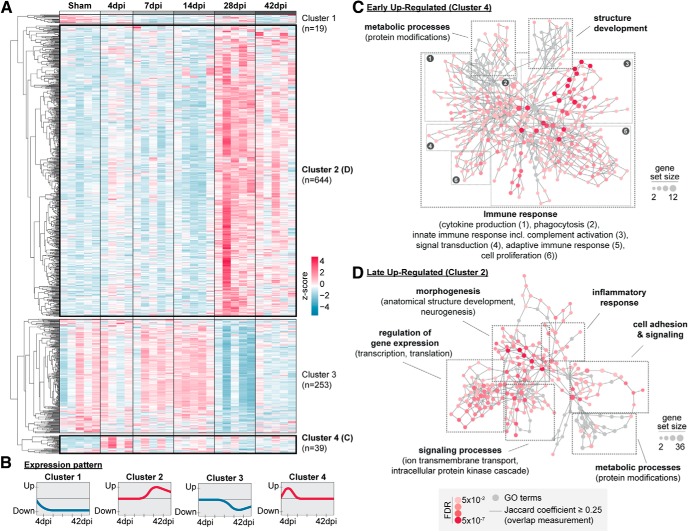
Hierarchical clustering of significantly differentially expressed genes reveals two phases of biological function during the time course of recovery after stroke. ***A***, Scaled expression values of all 955 differentially expressed genes are shown for each group (Sham, 4, 7, 14, 28, and 42 d after stroke, FDR < 0.05) with red values indicating an upregulation of the gene, whereas blue values indicate a downregulation. Columns represent single samples/animals, rows represent single genes. Ontologic hierarchical clustering among rows identified four clusters (correlation distance measure). The list of genes of the different clusters can be found in Figure 4-1. ***B***, Patterns of gene expression after stroke identified by clustering: stroke-induced long-term downregulated genes (Cluster 1), late upregulated genes (Cluster 2), late downregulated genes (Cluster 3), and early upregulated genes (Cluster 4). ***C***, ***D***, Network visualization of the GO enrichment analysis using BiNGO for the 39 early upregulated genes of Cluster 4 (***C***) and for the 644 late upregulated genes of Cluster 2. Refer to Data Figure 4-2, for a tabular overview of the GO term analysis and the SDEGs involved (***D***). Red nodes depict enriched GO terms, where color represents the corresponding FDR-adjusted enrichment *p* value and size reflects the gene set size of differentially regulated genes. Refer to Figure 4-3, for a tabular overview of the GO term analysis and the SDEGs involved.

10.1523/JNEUROSCI.2571-18.2019.f4-1 Figure 4-1 Hierarchical clustering of the SDEGs expressed in the spinal target area. Download Figure 4-1, XLSX file

10.1523/JNEUROSCI.2571-18.2019.f4-2 Figure 4-2 Go Term Analysis of Cluster 2 (late upregulated SDEGs). Download Figure 4-2, XLSX file

10.1523/JNEUROSCI.2571-18.2019.f4-3 Figure 4-3 Go Term Analysis Cluster 4 (early upregulated SDEGs). Download Figure 4-3, XLSX file

### The immune response in the stroke-denervated spinal GM early after stroke

To further investigate the two phases defined by the hierarchical clustering, we first addressed the response of CNS-associated immune cells within the stroke-denervated spinal GM at early time points. The morphology of Iba1^+^ microglia and macrophages was evaluated at 2, 4, 7, and 28 dpi (Fig. 5*A*) in selected areas within the spinal cord, e.g., the ventral horn (VH) and dorsal horn (DH), the CST area within the dorsal funiculus (CST) as well as the projection area of the stroke-damaged CST [CST projection area (CPA)]. We defined an activation index based on the feature of microglia to retract their processes concomitant with an increase in soma diameter upon activation (Davis et al., 1994; Stence et al., 2001; Fig. 5*A*). We found an increased number of Iba1^+^ cells with an activated morphology in the CST area in the dorsal funiculus at 4 dpi that persisted up to 28 dpi (***p < 0.0001, one-way ANOVA with MC; Fig. 5*B–D*). In the CPA, Iba1^+^ cells also portrayed an alerted phenotype at 4 dpi, however, this activation was only observed transiently and was regulated back to baseline levels within 28 d (***p < 0.0001, one-way ANOVA with MC; Fig. 5*D*). Infiltration of blood born monocytes or division of resident microglia was assessed by the number of Iba1^+^ cells in the regions of interest and revealed an increase of Iba1^+^ cells in the CST after 4 dpi (**p = 0.001, one-way ANOVA with MC; Fig. 5*B*,*E*,*F*), whereas levels remained increased until 28 dpi (*p = 0.0263, one-way ANOVA with MC). Infiltration/proliferation, however, was not observed in the CPA (Sham, 4 dpi: *p* = 0.421, one-way ANOVA with MC) or in the ventral and dorsal horn of the spinal GM at any of the measured time points, suggesting that the activated cell type in the CPA is predominantly microglia.

**Figure 5.**
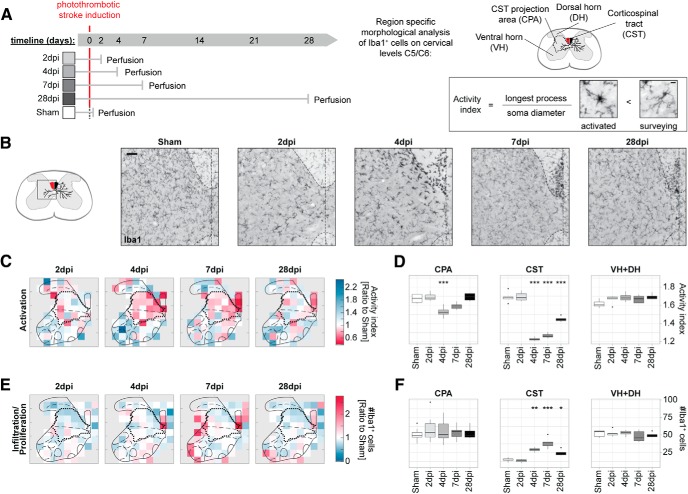
Microglia/macrophage (Iba1^+^ cells) activation and infiltration/proliferation on spinal level C5/C6 after stroke. ***A***, Experimental timeline of the study. Animals received a photothrombotic stroke and were killed 2, 4, 7, or 28 dpi thereafter. Control animals received a sham operation (*n* = 5/group). Morphological analysis was conducted on Iba1^+^ stained transverse sections. Activation index was calculated as the longest process of the cell divided by the soma diameter. Lower values indicate an activated morphology, higher values a morphology toward non-activated, resident tissue surveying states. Scale bar, 10 μm. ***B***, Representative pictures of Iba1 immunostaining of CST and CPA in spinal cord GM (boxed area) in Sham and stroked animals at 2, 4, 7, and 28 dpi. Scale bar, 50 μm. ***C***, Difference map of the activation index of Iba1^+^ cells at selected time points (fold-change to Sham maps). Red values depict increased activation, while blue values indicate the ramified surveying state based on morphology. ***D***, Quantification of activation index in different regions across the experimental timeline. ***E***, Difference map of number of Iba1^+^ cells at selected time points (fold-change to Sham group). Increase in cell number is depicted in red; reduction in blue colors. ***F***, Quantification of Iba1^+^ cells corresponding to region across the experimental timeline. *P < 0.05, **P < 0.01, ***P < 0.001.

### The spinal GM expresses tissue-derived growth-promoting factors at 4 weeks after stroke

Based on the GO term analysis, four candidates of the late upregulated genes of Cluster 2 (Fig. 4*C*) were chosen for further analysis of their growth-regulating potential in an *in vitro* neurite outgrowth assay: Sema6a, Ntng2, GDF7, and TGF-β1. 

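The table gives these candidates under the symbols Sema6a (ENSMUSG00000019647; chromosome 18, 47235598 to 47368870, mm10), Ntng2 (ENSMUSG00000035513; chromosome 2, 29194541 to 29253005), Gdf7 (ENSMUSG00000037660; chromosome 12, 8297934 to 8301954) and Tgfb1 (ENSMUSG00000002603; chromosome 7, 25687002 to 25705077). All 4 had a higher mean at 28 dpi than in sham animals, and 3 of the 4 were SDEGs. With adjustment over these 4 genes alone, all 4 had a limma adjusted p under 0.05 at 28 dpi. The paper chose them from genes it called in these same animals, so passing over the list is no separate test. At 42 dpi, the log2 fold changes were 0.33 for Sema6a, 0.17 for Ntng2, 1.42 for Gdf7, whose values follow ribosomal RNA, and 0.11 for Tgfb1, with limma adjusted p values (Benjamini-Hochberg over all genes) of 0.141, 0.617, 0.196 and 0.844. With adjustment over the 4 candidates these were 0.0159, 0.317, 0.0224 and 0.574, so that Sema6a and Gdf7 passed at 42 dpi as well. The candidates also differ in how their values relate to residual ribosomal RNA within the groups: Pearson's r with Rn18s-rs5 was 0.255 for Sema6a, -0.0163 for Ntng2, 0.381 for Tgfb1 and 0.920 for Gdf7.

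**Figure D3:**
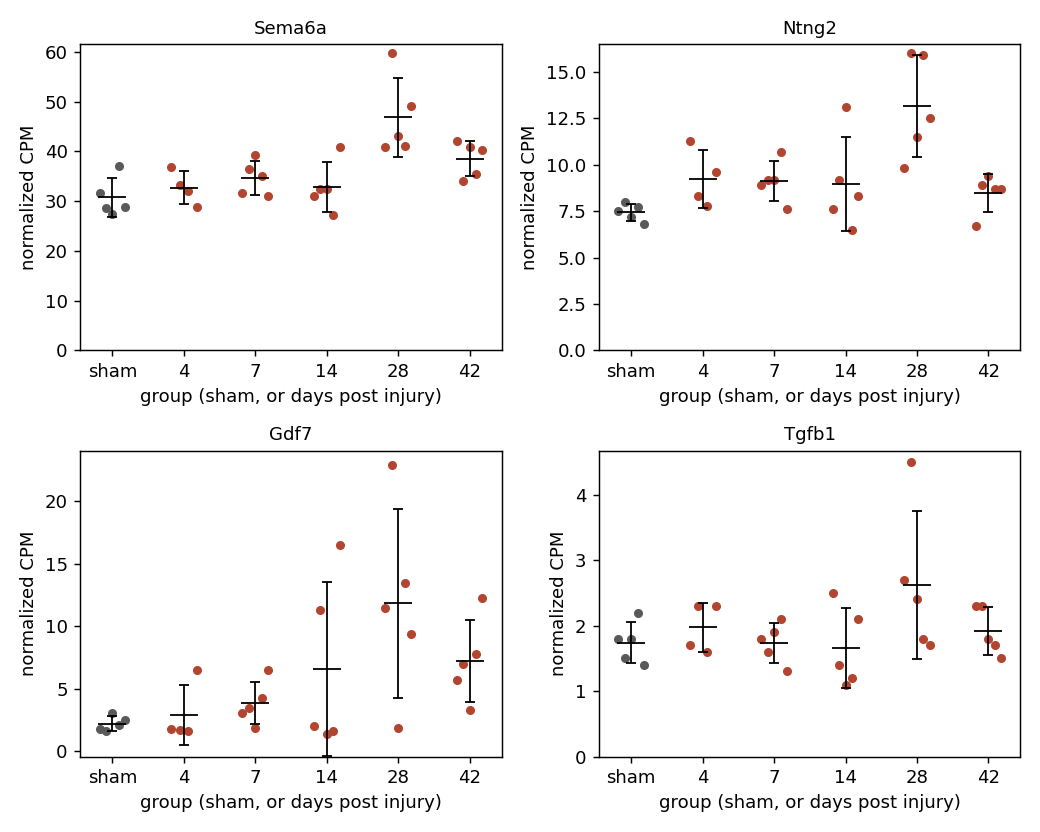
Values of Sema6a, Ntng2, Gdf7 and Tgfb1 in each animal, in normalized CPM, by group (sham, or days post injury). Points are animals and bars are the mean ± SD of 4 animals at 4 dpi and 5 in each other group; at 28 dpi the animals lie between 41.0 and 59.9 for Sema6a, 9.8 and 16.0 for Ntng2, 1.9 and 22.9 for Gdf7, and 1.7 and 4.5 for Tgfb1.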

To assess the potential neuronal growth promoting role of these candidates in an inhibitory environment, we used a well defined brain derived neuronal cell line (N1E-115). After induction of differentiation, N1E-115 cells extend neurite-like processes. Addition of spinal cord extract (SCE) inhibits this extension in a dose-dependent manner, simulating the growth inhibitory effect of the adult spinal cord. Sema6a, the mRNA of which we found to be upregulated 1.5-fold 4 weeks after stroke, was recently found to have a growth-promoting effect on PC12 cells (Tian et al., 2017) and is important for the correct wiring of the CST during development (Faulkner et al., 2008; Rünker et al., 2008). 

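Sema6a had 46.9 ± 8.00 normalized CPM (SD, n = 5) at 28 dpi against 30.8 ± 3.87 in sham animals (n = 5), a ratio of means of 1.52. Its log2 fold change was 0.59 (standard error 0.104, limma, Benjamini-Hochberg adjusted p = 0.00139), and all 5 animals were above the sham range of 27.5 to 37.1 (exact permutation test, p = 0.00794). This is just past the fold limit of 0.585: across the 10 fits that each left out 1 animal, it was between 0.50 and 0.66, below the limit in 5 of them. The Sema6a log2 fold change at 28 dpi was 0.42 (limma, adjusted p = 0.00317) after a correction for gene length and GC content. With ribosomal RNA as a covariate it was 0.49 (limma, adjusted p = 0.0573). It was -0.19 when every animal was rescaled to the same sum. That scaling moved the median of all genes by -0.72, so the value is no evidence of a fall. These 3 alternatives were chosen after the values were seen.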

In our assay, Sema6a did not have a direct neurite inducing effect under control conditions. However, combined treatment with SCE resulted in a partial rescue of neurite outgrowth from SCE inhibition (**p = 0.0031, two-way ANOVA with MC; Fig. 6*A*). This growth-promoting effect under inhibitory conditions was also seen for Ntng2, which we found upregulated 1.8-fold in the spinal target area of sprouting CSMNs in our transcriptomic screen (**p = 0.0044, two-way ANOVA with MC). 

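For Ntng2, 13.1 ± 2.74 normalized CPM (SD, n = 5) were measured at 28 dpi against 7.44 ± 0.462 in sham animals (n = 5), a ratio of means of 1.77. The log2 fold change was 0.76 (standard error 0.142, limma, Benjamini-Hochberg adjusted p = 0.00145), and 5 of 5 animals were above the sham range of 6.8 to 8.0 (exact permutation test, p = 0.00794). Leaving out 1 animal at a time kept it between 0.68 and 0.85. With ribosomal RNA as a covariate, the Ntng2 log2 fold change at 28 dpi was 0.77 (limma, adjusted p = 0.0547). It was 0.01 when every animal was rescaled to the same sum, which moved the median of all genes by -0.72. Ntng2 overlaps the gene 6530402F18Rik on the same strand, and 11.5% of its 31-base words also occur in other genes, so reads could be divided between both.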

Ntng2, a vertebrate-specific member of the UNC-6/netrin family, promotes neurite outgrowth of primary cortical neurons (Nakashiba et al., 2002) and plays a role in sensorimotor behavior such as optokinetic reflex or the hanging wire test (Zhang et al., 2016). The bone morphogenic protein (BMP)/TGF-β superfamily has recently been implicated in post-stroke structural plasticity (Li et al., 2015). 

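Gdf7 had 11.8 ± 7.58 normalized CPM (SD, n = 5) at 28 dpi against 2.22 ± 0.597 in sham animals (n = 5), with 4 of 5 animals above the sham range of 1.6 to 3.1 (exact permutation test, p = 0.0317). Its log2 fold change was 1.89 (standard error 0.527, limma, Benjamini-Hochberg adjusted p = 0.0117), and between 1.57 and 2.40 when 1 animal was left out, with an adjusted p of 0.0513 in the fit without 28 dpi replicate A3-3. The value of Gdf7 followed residual ribosomal RNA within the groups: Pearson's r with log2 Rn18s-rs5 was 0.920 over all 29 animals (permutation p = 5e-05, adjusted 0.00140 over 28 genes named in the paper) and Spearman's rho was 0.868 (permutation p = 0.00017, adjusted 0.00476). Without the 2 animals farthest from the median, r was 0.873, and over the 24 animals outside 28 dpi it was 0.899. The 28 dpi animal with the least Rn18s-rs5, A4-1, was also the one with Gdf7 inside the sham range, at 1.9, while 14 dpi animals A5-3 and A6-3, with Rn18s-rs5 at 419050 and 817780, had Gdf7 at 11.3 and 16.5. The Gdf7 log2 fold change at 28 dpi was -0.08 (limma, adjusted p = 0.885) with ribosomal RNA as a covariate.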

We found two members of this family to be upregulated in the stroke-denervated spinal GM: GDF7 and TGF-β1. GDF7 did not affect neurite outgrowth in either control or SCE conditions. On the other hand, TGF-β1, the mRNA of which we found 1.5-fold upregulated, showed a strong growth enhancing effect antagonizing the growth-inhibitory SCE (***p < 0.0001, two-way ANOVA with MC). These data are in line with previous studies where TGF-β1 administration increased re-elongation of injured hippocampal neurons as well as primary cortical neurons (Abe et al., 1996; Li et al., 2015). Thus, we show the presence of effective neurite growth-inducers or -modulators that are upregulated 4 weeks after stroke in the stroke-denervated hemicord.

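The value of Tgfb1 was 2.62 ± 1.13 normalized CPM (SD, n = 5) at 28 dpi and 1.74 ± 0.313 in sham animals (n = 5), a ratio of means of 1.51. The difference was smaller than the SD of the stroke animals, and 3 of 5 animals were above the sham range of 1.4 to 2.2 (exact permutation test, p = 0.0952). Its log2 fold change was 0.42 (standard error 0.193, limma, Benjamini-Hochberg adjusted p = 0.103 over all genes and 0.0360 over the 4 candidates). Tgfb1 was not an SDEG here or in any of the 21 other settings tried. The paper chose the candidates from these animals, and the adjustment over them leaves out that choice. When 1 animal was left out, the log2 fold change was between 0.24 and 0.53. The Tgfb1 log2 fold change at 28 dpi was -0.21 when every animal was rescaled to the same sum. That scaling moved the median of all genes by -0.72, so the value is no evidence of a fall. The authors' deposited table gives a log2 fold change of 1.16 at 28 dpi, where the log2 ratio of the means of its own values is 0.59.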

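In the deposited values, Sema6a, Ntng2 and Gdf7 were SDEGs at 28 dpi, Gdf7 with values that followed ribosomal RNA, and Tgfb1 was not. Sema6a was an SDEG in 12 of 21 other settings, and Ntng2 and Gdf7 were in 19 of 21 each. With ribosomal RNA as a covariate, none of them was an SDEG. That covariate left 0 SDEGs at 28 dpi and does not separate ribosomal RNA from the time point. Within groups, Pearson's r with Rn18s-rs5 was 0.255 for Sema6a, -0.0163 for Ntng2 and 0.920 for Gdf7. None of 15 genes that the paper names as regulated late had a limma adjusted p under 0.05 at 42 dpi, with adjustment over all genes or over the list, although 12 of the 15 were higher, with log2 fold changes of the list between -0.17 and 1.42 (the highest is that of Gdf7). Over the 4 candidates alone, which the paper chose from these animals, Sema6a and Gdf7 did have one. Tested directly, 28 dpi exceeded 42 dpi by 0.59 for Ntng2 on the log2 scale, by 0.27 for Sema6a, by 0.46 for Gdf7 and by 0.31 for Tgfb1. The limma adjusted p values over all genes were 0.0331, 0.139, 0.638 and 0.352 (Benjamini-Hochberg), and over the 4 candidates they were 0.00103, 0.0315, 0.386 and 0.152. The paper starts from the late rise of the Cluster 2 genes and selects candidates from them. It then measures neurite outgrowth with the candidate proteins (Fig. 6). From the rise of the transcripts 4 weeks after stroke and the effect of the proteins in the assay, the paper concludes that growth inducers or modulators are present in the denervated hemicord at that time. The paper also measured Sema6a, Ntng2 and Tgfb1 mRNA at 28 dpi by in situ hybridization, which was not analysed here. It reports more Sema6a signal across the gray matter and more Ntng2 signal in the ventral horn only. For Tgfb1 it reports a rise mainly in the corticospinal tract area of the dorsal funiculus.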

**Figure 6.**
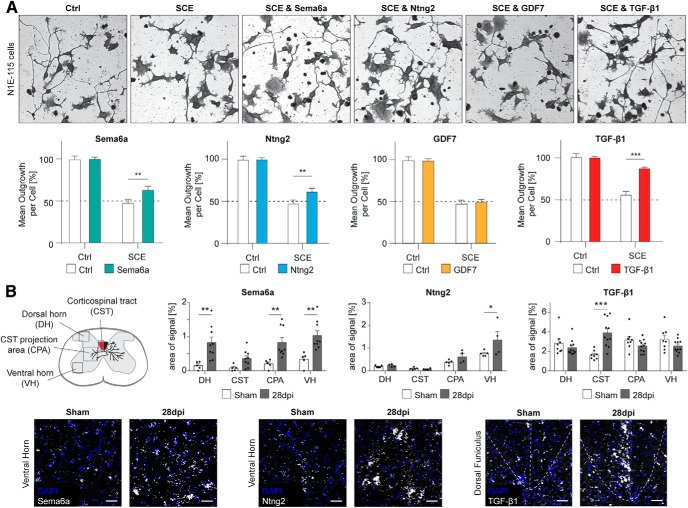
The late upregulated genes Sema6a, Ntng2, and TGF-β1, but not GDF7, partially rescue neurite outgrowth under inhibitory conditions and are expressed in the spinal GM at late stages after stroke. ***A***, Representative pictures of N1E-115 cells 24 h after addition of control medium (Ctrl), SCE, or the combination of SCE and Sema6a/Ntng2/GDF7/TGF-β1 protein, respectively. Quantification of mean neurite outgrowth per cell is normalized to medium control condition. ***B***, *In situ* hybridization with subsequent analysis of signal intensity of the mRNA in four selected regions within the stroke-denervated hemicord 28 dpi and after sham operation. Representative pictures of *in situ* hybridization for Sema6a and Ntng2 in the ventral horn and TGF-β1 in the dorsal funiculus. Scale bar, 50 μm. *P < 0.05, **P < 0.01, ***P < 0.001.

We further addressed the localization of expression of the three candidates that influenced neurite outgrowth within the spinal tissue using *in situ* hybridization in cervical level 5/6 at 28 dpi. The amount of mRNA of Sema6a, assessed as the percentage of signal over background, showed an ubiquitous increase throughout the spinal GM of the stroke-denervated hemicord compared with sham-operated control animals (DH: **p = 0.004, VH: **p = 0.0028, CPA: **p = 0.0081, two-way ANOVA with MC; Fig. 6*B*). Thus, Sema6a might positively regulate the growth of CSMN sprouts into the stroke-denervated spinal target area. Ntng2 showed an increased expression only in the ventral horn in *in situ* hybridization (VH: *p = 0.0101, two-way ANOVA with MC). Based on the enrichment of Ntng2 mRNA in large cell bodies within the ventral horn, Ntng2 might primarily be expressed by motoneurons in the ventral horn at 28 dpi. This may suggest a role for Ntng2 as an attractive guidance cue for sprouting CST fibers, steering their path into the ventral, motor quadrant of the spinal GM. Interestingly, an upregulation of TGF-β1 mRNA was primarily seen in the CST area of the dorsal funiculus (***p < 0.0001, two-way ANOVA with MC). This localization might indicate the secreted factor TGF-β1 as a prime candidate for growth initiation and axon elongation/arborization in the stroke-denervated spinal cord.

## Discussion

We used a unilateral large stroke to investigate changes in the transcriptome of the spinal cord from 4 d to 6 weeks after injury, a time window during which the stroke affected CST degenerates and fibers of the contralesional CST initiate sprouting, grow across the spinal midline, and reinnervate the denervated hemicord, mainly laminae IV–VII in the mouse. Transcriptomic profiling of this target area revealed stroke-induced differential expression of a total of 955 genes, with the most pronounced changes seen at Day 28 after stroke. Hierarchical clustering and GO term analysis showed an enrichment of inflammation-related pathways in the early days after stroke, whereas tissue-regeneration related pathways were highlighted at later stages. For three upregulated genes of the late phase, Sema6a, Ntng2, and TGF-β1, the potential to overcome spinal cord extract mediated growth-inhibition was shown in an *in vitro* neurite outgrowth assay, suggesting their role as growth-promoters in the spinal GM after stroke.

The formation of new circuits within the brain is one of the fundamental elements of post-stroke recovery that can be observed across several species, including rodents, primates, and humans (Buetefisch, 2015; Murata et al., 2015; Morecraft et al., 2016; Carmichael et al., 2017; Ward, 2017). Which areas participate in this post-stroke rewiring may primarily depend on size and location of the ischemic insult (Dijkhuizen et al., 2003; Hsu and Jones, 2006; Zhu et al., 2010). After considerable tissue loss, the contralesional cortex is recruited by “side-switching” part of its projections. In rats, contralesional, crossed CSMNs have been shown to form bilateral projections within the first 2 weeks after stroke, followed by retraction of the original, contralateral arbor (Lindau et al., 2014). In mice, contralesional CSMNs increase the arborization of their pre-existing midline-crossing or uncrossed ipsilaterally projecting segmental axons or extend new, midline-crossing fibers (Ueno et al., 2012; Wahl et al., 2014). Here, we observed a twofold increase in CST branches entering the GM from the intact-side CST in the dorsal funiculus and an equally large increase in the number of fibers crossing through the midline commissures into the denervated hemicord. These observations suggest a segmental switch of these CSMNs, perhaps similar to the initial innervation of the CST during development (Canty and Murphy, 2008). This rewiring of the contralesional CST in rodents was shown to be a crucial mediator of motor recovery, as cortical ablation or selective chemogenetic silencing of reinnervating CSMNs led to a reappearance of the initial stroke-induced behavioral deficits (Bachmann et al., 2014; Wahl et al., 2014).

The molecular mechanisms by which this fiber growth is induced and guided in the spinal target area have not been studied so far. Previous gene profiling *in vivo* studies addressing post-stroke recovery focused on the cortex at early time points in a quest to find candidates to boost neuroprotection (Lu et al., 2003; Rickhag et al., 2006; Sarabi et al., 2008; Hori et al., 2012; Zeng et al., 2017) or were restricted to the stroke penumbra, where an interpretation of the data in regards to growth-promoting factors may be difficult because of additional stroke-induced processes such as inflammation, scar formation, or angiogenesis (Keyvani et al., 2002; Carmichael et al., 2005; Krüger et al., 2006; Buga et al., 2014). In our study, we addressed whole-tissue gene expression changes within the stroke-denervated hemicord GM, far remote from the acute processes around the cortical lesion site. One expectation was that the transcriptomic profile of the spinal target area should reflect soluble, membrane-bound and extracellular matrix factors attracting and guiding sprouting fibers of the CST but also of other supraspinal command centers such as the brainstem (Bachmann et al., 2014). 

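Itga3 (chromosome 11, 95044474 to 95076801, mm10) had 37.1 ± 5.02 normalized CPM (SD, n = 5) at 28 dpi against 28.6 ± 2.48 in sham animals (n = 5), a log2 fold change of 0.36 (standard error 0.0889, limma, Benjamini-Hochberg adjusted p = 0.00527). All 5 animals were above the sham range (exact permutation test, p = 0.00794), but the change was under the fold limit of 1.5 in every setting that kept it. The Itga3 log2 fold change at 28 dpi was -0.41 when every animal was rescaled to the same sum. That scaling moved the median of all genes by -0.72, so the value is no evidence of a fall. Lif (chromosome 11, 4257557 to 4272514) had 1.50 ± 0.406 against 0.68 ± 0.239, a log2 fold change of 0.76 (standard error 0.197, limma, adjusted p = 0.00745), with 5 of 5 animals above the sham range (exact permutation test, p = 0.00794). One sham animal, A12-2, had a Lif value of 1.1, while the others lay between 0.5 and 0.6. At values this low the pseudocount matters: the Lif log2 fold change at 28 dpi was 0.57 with a pseudocount of 1 and so under the fold limit. The limma adjusted p of Lif was 0.149 with ribosomal RNA as a covariate, while its within-group Pearson's r with Rn18s-rs5 was 0.218 (permutation p = 0.238).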

At 28 d after stroke, we found several previously indicated growth-modulators to be upregulated in the stroke-denervated hemicord. Itga3 as a proposed receptor for Netrin-1 (Nikolopoulos and Giancotti, 2005) might facilitate and enhance cell-contact-dependent axon guidance within the stroke-denervated hemicord. LIF, a cytokine modulating glial and neuronal function during development, has been implicated in axonal regeneration after spinal cord and optic nerve injury (Blesch et al., 1999; Leibinger et al., 2009). Administration of LIF *in vitro* leads to increased neurite outgrowth and promotes elongation but not arborization (Cafferty et al., 2001). *In vivo*, LIF administration leads to increased levels of neurotrophins such as NT-3 (Blesch et al., 1999), potentially caused by activation of glial cells as well as peripheral inflammatory cells after injury (Holmberg and Patterson, 2006; Ostasov et al., 2015). Furthermore, four upregulated candidates were addressed in this study as potential stroke-induced growth-promoters: Sema6a, Ntng2, GDF7, and TGF-β1. The latter strongly antagonized the neurite outgrowth inhibition of spinal cord extract *in vitro*, whereas Sema6a and Ntng2 had weaker growth promoting effects. Additional differentially upregulated genes of this screen may provide further candidates as modulators of structural plasticity. Interestingly, we also found an upregulation of growth-inhibitors such as PlxnA1, Srgap1, or Sox9 (Nawabi et al., 2010; Delloye-Bourgeois et al., 2015; McKillop et al., 2016) concomitant with a downregulation of well established growth-promoters such as BDNF or metallothioneins I and II (Barde et al., 1978; Chung et al., 2013). 

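Plxna1 (chromosome 6, 89316314 to 89362620, mm10) rose from 67.1 ± 5.92 normalized CPM (SD, n = 5) in sham animals to 93.4 ± 15.1 (n = 5) at 28 dpi, a log2 fold change of 0.46 (standard error 0.0987, limma, Benjamini-Hochberg adjusted p = 0.00238) under the fold limit. Srgap1 (chromosome 10, 121780991 to 122047315) rose from 18.6 (16.5 to 21.9) to 28.3 (22.7 to 33.9), a log2 fold change of 0.59 (standard error 0.125, limma, adjusted p = 0.00242), with 5 of 5 animals above the sham range. It was an SDEG in 4 of the 10 fits that each left out 1 animal. Sox9 (chromosome 11, 112782224 to 112787760) rose from 7.82 ± 0.856 to 13.1 ± 2.05, a log2 fold change of 0.70 (standard error 0.128, limma, adjusted p = 0.00139), with 5 of 5 animals above the sham range (exact permutation test, p = 0.00794). With every animal rescaled to the same sum, the Plxna1 log2 fold change at 28 dpi was -0.32, the Srgap1 log2 fold change at 28 dpi -0.19 and the Sox9 log2 fold change at 28 dpi -0.05. That scaling moved the median of all genes by -0.72, so these values are no evidence of falls. Srgap1 and Sox9 had limma adjusted p values of 0.0705 and 0.0547 with ribosomal RNA as a covariate, and Mt2 one of 0.130 (Mt2 log2 fold change at 28 dpi). Within groups, Pearson's r with Rn18s-rs5 was 0.124 for Srgap1, 0.0267 for Sox9 and -0.168 for Mt2 (permutation p = 0.634, 0.904 and 0.407). Mt2 (chromosome 8, 94172664 to 94173568) went from 24.6 ± 6.98 in sham animals to 14.4 ± 4.29 at 28 dpi, a log2 fold change of -0.75 (standard error 0.189, limma, adjusted p = 0.00636), with 2 of 5 animals below the sham range. Mt1 (chromosome 8, 94179082 to 94180327) went from 82.9 ± 22.8 to 56.1 ± 18.4, a log2 fold change of -0.58 (standard error 0.181, limma, adjusted p = 0.0207; exact permutation test, p = 0.0794) just under the fold limit, and was an SDEG in 7 of 21 other settings that kept both limits.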

BDNF has repeatedly been implicated as a growth-promoter in *in vitro* assays (Gillespie et al., 2001; Salie and Steeves, 2005; Santos et al., 2016) and in models of stroke (Ueno et al., 2012); BDNF effects can further be promoted by rehabilitation training (Ploughman et al., 2009). However, the role of BDNF on sprouting of the corticospinal tract remains controversial (Lu et al., 2001). 

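Bdnf (chromosome 2, 109674700 to 109727007, mm10), which overlaps an antisense transcript, had 3.24 ± 0.445 normalized CPM (SD, n = 5) at 28 dpi against 4.86 ± 0.984 in sham animals (n = 5). All 5 animals were below the sham range of 4.0 to 6.2 (exact permutation test, p = 0.00794). The log2 fold change was -0.51 (standard error 0.165, limma, Benjamini-Hochberg adjusted p = 0.0254), which is under the fold limit, so that Bdnf was not an SDEG, whereas with quantile normalization the Bdnf log2 fold change at 28 dpi was -0.61 (limma, adjusted p = 0.0133) and past it. At 4 dpi its log2 fold change was -0.61 (limma, adjusted p = 0.275 over all genes and 0.0231 over 15 late genes that the paper names), with 4 of 4 animals below the sham range (exact permutation test, p = 0.0159). At 7 dpi it was -0.52 (limma, adjusted p = 0.791 and 0.0541), with 3 of 5 animals below it (exact permutation test, p = 0.0476), and at 14 dpi it was -0.28 (limma, adjusted p = 0.498 and 0.403), with 3 of 5 animals below it (exact permutation test, p = 0.167). At 42 dpi Bdnf had 4.26 ± 0.841 (SD, n = 5), a log2 fold change of -0.17 (limma, adjusted p = 0.678), with 2 of 5 animals below the sham range.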

In the present study of spontaneous recovery we found a late downregulation of BDNF mRNA levels in the stroke-denervated hemicord, corroborating previous studies of protein levels in the cervical spinal cord (Sist et al., 2014). These findings might reflect a switch from pro-growth mechanisms toward stabilization or pruning of new synaptic connections at 28–42 dpi (Ueno et al., 2012). Although the current study focuses on genes involved in growth initiation, axon elongation, and guidance, our dataset will also reflect genes involved in synaptogenesis and synaptic plasticity at the later phases of functional recovery.

A recent study by Fink et al. (2017) showed that 4 weeks after unilateral transection of the CST, Nogo-A deficient sprouting contralateral CSMNs upregulated genes related to pathways of axonal growth facilitation. Thus, the CSMNs intrinsically employ a growth-promoting transcriptome at 4 weeks after injury in line with the findings of a late growth-promoting tissue environment found in the present study. These late changes of transcriptional regulation might also reflect arborization processes of the reinnervating sprouts within the target area. Further extracellular cues for reinnervating sprouts might be present outside of the reinnervating area, e.g., within the healthy hemicord, where they could steer the reinnervating fibers over the midline into the denervated hemicord at earlier time points. In the future, novel candidates should also be tested in an *in vivo* model of CNS injury such as stroke or spinal cord injury for their potential to induce compensatory or regenerative sprouting of motor-related pathways such as the corticospinal tract. Given the intricate post-stroke re-wiring which requires both spatial and temporal control (Wahl and Schwab, 2014), such interventions need to be carefully timed to validate candidates as novel growth enhancing therapeutics. TGF-β1, which was highlighted in this study as a growth-modulator, also promotes tissue fibrosis and might negatively impact liver and immune function when applied systematically (Akhurst and Hata, 2012). Although neutralizing antibodies often provide a useful tool, viral manipulations or inducible transgenic knock-outs of the respective candidate may be preferable to study the specific role of a novel candidate on motor recovery.

Both at early as well as later stages after stroke, immune-related pathways were differentially regulated. 

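The difference between early and late time points was tested for the 39 genes of Cluster 4. Their score was higher at 4 dpi (n = 4) than at 28 dpi (n = 5) by 0.47 (exact permutation test, p = 0.0476, where the smallest possible p is 0.0159, and 0.0571 after adjustment over 6 comparisons between time points). Of the fits that each left out 1 of these 9 animals, only 1 had an exact p under 0.05, with differences between 0.36 and 0.58. Among the 13 early inflammatory genes, those that were SDEGs at 28 dpi were Lag3 (1.78 ± 0.476 normalized CPM, log2 fold change 0.91, limma, Benjamini-Hochberg adjusted p = 0.00296), C4b (19.2 ± 10.6 normalized CPM, log2 fold change 1.14, limma, adjusted p = 0.0251; exact permutation test, p = 0.0714; 48.3% of its 31-base words occur in C4a) and Mpeg1. Fcgr3 had returned to 2.48 ± 0.726 normalized CPM (SD, n = 5) at 28 dpi, with a log2 fold change of 0.00 (limma, adjusted p = 0.999). It was at 3.86 ± 0.488 at 14 dpi and 3.12 ± 0.427 at 42 dpi, where its log2 fold change was 0.31 (limma, adjusted p = 0.465). For Lag3, C4b and Mpeg1, 5 of 5 animals were above the sham range at 42 dpi. Their log2 fold changes were then 0.89, 1.40 and 0.83 (limma, adjusted p = 0.0724, 0.107 and 0.107).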

Additionally, we showed an activation of Iba-1^+^ cells in the stroke-denervated hemicord explicitly at 4 dpi. Iba1 is an often used marker that stains both microglia as well as infiltrating macrophages unspecifically (Greter et al., 2015). However, based on the morphological changes and cell numbers observed in the intermediate spinal laminae, we suggest that the subpopulation of activated Iba1^+^ cells primarily comprises microglia. This may, in future studies, be highlighted using novel and more specific microglia staining marker (Bennett et al., 2016) or microglia-specific transgenic reporter mice (Jung et al., 2000; Buttgereit et al., 2016).

An early inflammatory response within the first week after stroke suggests a role for microglia/macrophages in phagocytosis of cellular and myelin debris related to the degradation of the CST and its terminals (Thomalla et al., 2005; Weishaupt et al., 2010). Indeed, microglial triggering receptor expressed on myeloid cells-2 (TREM2), a factor we found upregulated at early time points, has been shown to facilitate the clearance of debris in the absence of inflammation (Takahashi et al., 2005). 

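Trem2 (chromosome 17, 48346401 to 48354147, mm10) had 6.03 ± 1.90 normalized CPM (SD, n = 4) at 4 dpi against 3.24 ± 0.541 in sham animals (n = 5), and all 4 animals were above the sham range of 2.4 to 3.7 (exact permutation test, p = 0.0159, the smallest that 4 against 5 animals allow). The log2 fold change was 0.77 (standard error 0.222), with a limma adjusted p of 0.275 over all genes and 0.00229 over the 13 early genes (Benjamini-Hochberg), and in none of the 20 other settings was Trem2 an SDEG at 4 dpi. At 7 dpi its value was 4.90 ± 1.89 (SD, n = 5), a log2 fold change of 0.47 (limma, adjusted p = 0.840), and 3 of 5 animals were above the sham range (exact permutation test, p = 0.127).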

Additionally, TREM2 recently was identified as a positive regulator for M2 microglia polarization while simultaneously negatively regulating M1 polarization (Zhang et al., 2018), priming the microglia toward a phenotype aiding in tissue repair (Sierra et al., 2013; Ma et al., 2017). It has been proposed that inflammatory cells, especially microglia, may be linked to regenerative success because of the production of growth-promoting factors and anti-inflammatory cytokines, which may stimulate sprouting of axons and myelin repair (Neumann et al., 2009). In future experiments, it will be of high interest to investigate the activated microglia in this injury model for their cell-specific transcriptome (Hirbec et al., 2017), especially given the recently identified subtype of disease associated microglia (Keren-Shaul et al., 2017). Our model and dataset may provide a tool to study the link between debris clearance and regeneration of axons in future studies.

The results of the present study have further defined the role of the spinal cord in motor recovery after stroke. The early inflammatory response in the stroke-denervated hemicord, most likely induced by the degenerating CST synapses and fibers is suggested to contribute to the initiation of structural plasticity and sprouting by some of the genes and pathways described here. At 4 weeks after injury the stroke-denervated hemicord, in particular its intermediate laminae, expresses growth factors and represents a growth-promoting environment for, e.g., sprouting CST fibers originating from the contralesional motor cortex. Here, increased structural and synaptic plasticity of contralesional CSMNs might directly enhance post-stroke motor recovery.

Detailed analyses of the dataset in regard to novel growth-promoters expressed at late stages will provide further insights into potential candidates and pathways that influence the post-stroke recovery processes and may lead to novel neuroregenerative treatment options for stroke patients.

How the deposited data were processed for this re-analysis (not part of the article)

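RNA from the intermediate laminae of the stroke-denervated cervical hemicord was studied in sham-operated mice and in mice at 4, 7, 14, 28 and 42 dpi. The labels list 30 animals, and the 29 with a column of values were used (4 at 4 dpi, 5 in each other group). The group of each animal was taken from the sample labels, and the paper was used to read the group named Ctrl there as the sham-operated one. The score values were made by the authors before the table was deposited: reads were quantified on the mouse transcriptome (mm10) with SALMON 0.8.1, summarised per gene with Tximport 1.0.3 and normalized with edgeR under R 3.4.1, and genes with low expression were removed by the authors. The values are normalized CPM, rounded to 0.1. They are not counts, and an animal's values do not add up to a fixed sum. Raw reads were not analysed here, so the depth of each sample is unknown, and the precision of a value is known only from the spread between animals and the rounding step.

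The values were analysed as log2(value + 0.5). Each time point was compared with the sham group, and 28 dpi with each other time point and 4 dpi with 7 dpi, in 1 linear model over 6 groups with limma 3.58.1 (moderated statistics with a trend on the mean value), with Benjamini-Hochberg adjustment over 16995 genes. SDEGs had an adjusted p under 0.05 and a fold change above 1.5 in either direction. Values of single genes and scores of gene lists were also compared with exact two-sided permutation tests of the difference in means. Lists named in the paper were additionally adjusted over the list alone. The paper chose these genes from the same animals, and this adjustment leaves out that choice. The genes of Clusters 1 to 4 were read from Figure 4-1. SDEGs were clustered on z-scores with correlation distance and complete linkage into 4 clusters. Relations between measures were computed within groups, after subtracting group means, apart from those of Prl, which were computed across the 24 stroke animals, with 100000 permutations. Gene positions given in the text are those of the authors' deposited table. Gene types, lengths and overlaps were taken from GENCODE M21, in which 16919 of the genes were found, 15080 of them with the start position given in the authors' deposited table. Shared sequence was measured as the percent of a gene's 31-base words that occur in another gene.

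The genes named in the text are genes that the paper names for the transcriptome, not all of which were used here, and at each time point the 3 SDEGs with the largest rise and the 3 with the largest fall among those with no overlap between stroke and sham animals. Genes named for ribosomal RNA, the pituitary and shared sequence were chosen after their values were seen. The method was tested on simulated data with 200 changed genes in groups of the sizes used. At a log2 change of 0.8 it recovered 85.5% of them with 4 false calls, and at 1.5 it recovered 99% with 1 false call. The simulated noise was independent between genes, so these false calls leave out variation that many genes share. A simulated shift with gene length in the stroke animals gave 4372 and 4363 false calls, and 23 and 17 after correction for length and GC content.

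The choices of test, limits, comparisons and most alternatives were made before the data were examined. These alternatives were quantile normalization, median centring, a test without the trend, fits of only the 2 groups compared, other limits, a filter on the mean value, pseudocounts of 1 and 0.05, the unit number in the labels as a random block, leaving out each animal, and other ways to score and cluster gene lists. Ribosomal RNA as a covariate, values rescaled to the same sum in every animal, and a correction for gene length and GC content were added after the values were seen. Methods that need counts could not be applied. GO terms were not analysed here, because no GO annotation was used, and the in situ hybridization, the histology and the neurite assays were not analysed here. R and Python versions were 4.3.3 and 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.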

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

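The tests of residual ribosomal RNA, unspliced RNA, the gene-length axis, the pituitary markers and the regroupings of all animals were chosen only after the results they explain were seen.

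The Lif value of sham replicate A12-2, 1.1, lay far from those of the other sham animals, 0.5 to 0.6. It was 1 such value among 93 groups of values tested, where 4.65 are expected by chance. No biological explanation was tested.

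Ribosomal protein genes (75 genes) differed between 14 dpi and 28 dpi by 0.73 on the log2 scale (exact permutation p = 0.00794, 0.0238 adjusted over 6 comparisons, Benjamini-Hochberg; 5 against 5 animals). Relative to sham animals they were at 0.31 ± 0.0977 (SD) at 14 dpi and -0.43 ± 0.365 at 28 dpi, and these changes alone had exact p values of 0.0556 and 0.0794. These exact p values were 0.0317 and 0.0556 with median centring and 0.0635 and 0.0952 with quantile normalization. When every animal was rescaled to the same sum, the ribosomal protein genes were at -0.21 at 14 dpi (exact p = 0.603), where the median of all genes was -0.48. At 28 dpi they were then at -1.19 (exact p = 0.0317), where the median was -0.72. Relative to the animal's median they were at 0.28 and -0.48. The slope of expression on gene length differed between the same time points by -0.23 (-0.0841 ± 0.0411 at 14 dpi, 0.142 ± 0.110 at 28 dpi; exact permutation p = 0.00794, adjusted p = 0.0238). Both differences come from the same animals and are not independent. A technical axis may contribute: the slope followed the Cluster 2 score within groups outside 28 dpi as well (r = 0.549), and sham replicate A11-1 had a slope of 0.108 and a ribosomal protein score of -0.44. A difference between time points after stroke cannot be told apart from such an axis.

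The Cluster 2 score was higher at 28 dpi than at 42 dpi by 0.31, and the Cluster 3 score was lower, with a difference of -0.37 (exact permutation p = 0.0159 and adjusted p = 0.0238 for both; all 5 animals of both time points were above the sham range for Cluster 2). The genes were chosen by the authors from these animals. The following technical explanations of the larger response at 28 dpi were tested. The log2 fold changes at 28 dpi followed length with a Spearman's rho of at most 0.253 over all genes and 0.365 over protein-coding genes (-0.324 at 14 dpi), and 646 SDEGs were found after correction for length and GC content, of which 555 were among the 789. The correction was incomplete: over protein-coding genes, rho with gene length was still 0.167 after it, and rho with GC content went from 0.0293 to 0.136, so a part played by length or GC content cannot be excluded. Predicted genes were 3.52 times as frequent among the rising SDEGs as among the genes tested (56.9% against 16.2%). Genes annotated inside introns (113 genes) had a median log2 fold change of 0.48 at 28 dpi against 0.14 in random lists matched on mean value, a percentile of 100, with 108 of them higher. At 42 dpi, where 4 SDEGs were found, their median was 0.25 with 96 higher, and no random lists were compared. Their medians at 4, 7 and 14 dpi lay between -0.096 and 0.024. A larger share of unspliced or nuclear RNA may therefore contribute, but not at 28 dpi alone. It could come from the tissue or from RNA preparation, which no test here separates. The 50 highest genes took a share outside the sham range in 4 of the 5 animals. At 42 dpi, where 4 SDEGs were found, every animal's share (40.5% to 66.9%) was also above the sham range of 31.8% to 34.9%. The share therefore does not single out 28 dpi. When ribosomal RNA was a covariate, 0 SDEGs were left, with 3751 genes at an unadjusted p under 0.05, but 0 of 3 animals outside 28 dpi with at least the median Rn18s-rs5 value of 28 dpi (323190) had a Cluster 2 score in the range of 28 dpi (0.55 to 1.05), and 28 dpi replicate A4-1, with the least, had a score of 0.67. Within groups, the Cluster 2 score did not follow ribosomal RNA (r = 0.278, permutation p = 0.256, Spearman's rho 0.106; r = 0.169 without the 2 animals farthest from the median). These tests go against ribosomal RNA as the source of the Cluster 2 score, while the loss of the SDEGs with the covariate does not separate it from the time point, because 4 of 5 animals at 28 dpi had more ribosomal RNA than every sham animal. Depth is unknown, so library size was not tested.

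Rn18s-rs5 reached 817779.7 in 14 dpi replicate A6-3, above the highest sham value of 52929, a signal in a gene the paper does not discuss. It took up to 37.6% of an animal's sum. Incomplete removal of ribosomal RNA may differ between libraries, and the Gdf7 value followed it within groups (r = 0.920). No biological explanation was tested.

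Prl reached 19.6 in 7 dpi replicate A7-2, against at most 0.2 in sham animals. RNA of pituitary cells in the samples is a candidate explanation: Gh followed Prl across the 24 stroke animals (r = 0.951, permutation p = 1e-05, the smallest 100000 permutations can give; Spearman's rho 0.906; r = 0.930 without the 2 animals farthest from the median). Pomc followed it less (r = 0.511, permutation p adjusted over 7 relations 0.0192) and Tshb did not (r = -0.0707). Only 4 of 9 listed markers are in the table, so the source cannot be told from these values.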

How the results depend on the processing

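The rescaling, ribosomal RNA and length and GC alternatives were chosen only after the values were seen.

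SDEGs at 28 dpi outnumbered those at each other time point under every alternative but ribosomal RNA as a covariate. SDEGs at 14 dpi were 1 under all alternatives but those below. Changing the test gave, for SDEGs at 4 dpi, 9 without the trend and 9 with only the 2 groups, where 2 SDEGs at 14 dpi and 43 SDEGs at 42 dpi were found. For SDEGs at 7 dpi, 1 was found with quantile normalization, 1 with median centring, 1 without the trend, 1 with only the 2 groups, 1 at an adjusted p under 0.01 and 1 with pseudocount 0.05. A limit of 1.5 on the log2 scale gave 0 SDEGs at 4 dpi (874 genes at an unadjusted p under 0.05), 3 SDEGs at 7 dpi, 17 SDEGs at 28 dpi and 20 SDEGs over all time points. Without a fold limit there were 4230 SDEGs at 28 dpi (2024 up, 2206 down) and 4250 SDEGs over all time points. An adjusted p under 0.01 gave 6 SDEGs at 4 dpi, 439 SDEGs at 28 dpi and 448 SDEGs over all time points. The label unit as a random block (consensus correlation -0.0441) gave 25 SDEGs at 4 dpi and 39 SDEGs at 42 dpi. Pseudocount 1 gave 466 SDEGs at 28 dpi and 486 SDEGs over all time points.

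Ribosomal RNA as a covariate gave 2 SDEGs at 14 dpi, 0 SDEGs at 28 dpi (3751 genes at an unadjusted p under 0.05), 10 SDEGs at 42 dpi and 32 SDEGs over all time points, 22 of them shared with the 808. The Sema6a log2 fold change at 28 dpi was then 0.49, the Ntng2 log2 fold change at 28 dpi 0.77 and the Gdf7 log2 fold change at 28 dpi -0.083. Correction for length and GC content gave 3 SDEGs at 7 dpi and 10 SDEGs at 42 dpi. Values rescaled to the same sum gave 20 SDEGs at 7 dpi, 33 SDEGs at 14 dpi, 11056 SDEGs at 28 dpi (34 up, 11022 down), 142 SDEGs at 42 dpi and 11094 SDEGs over all time points. Then the Sema6a log2 fold change at 28 dpi was -0.19, and the Ntng2 log2 fold change at 28 dpi 0.0091. The Tgfb1 log2 fold change at 28 dpi was -0.21, the Notch3 log2 fold change at 28 dpi -0.024, the Tgfbr3 log2 fold change at 28 dpi -0.35, the Itga3 log2 fold change at 28 dpi -0.41, the Plxna1 log2 fold change at 28 dpi -0.32, the Sox9 log2 fold change at 28 dpi -0.050, the Pax2 log2 fold change at 28 dpi -0.0058 and the Srgap1 log2 fold change at 28 dpi -0.19. This scaling moved the median of all genes by -0.72 at 28 dpi, so these genes fell less than the median. The shift follows from the sums: their mean was 794024 in sham animals and 1449975 at 28 dpi, with Rn18s-rs5 at 37715 and 371406 and Lars2 at 38315 and 226456, while the mean of the animals' median values was 10.9 and 10.7. Dividing by the sum therefore lowers most genes at 28 dpi, and the falls under this scaling are no evidence of regulation.

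With the median over genes the Cluster 2 score at 14 dpi was -0.021 and the Cluster 4 score at 42 dpi 0.22. Without predicted genes the Cluster 1 score at 4 dpi was -0.61, the Cluster 1 score at 28 dpi -0.24 and the Cluster 4 score at 7 dpi 0.35. The cause was not tested.

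Leaving out each animal in turn gave from 3 to 33 SDEGs at 4 dpi, 1 to 6 at 7 dpi, 413 to 1142 at 28 dpi, 1 to 12 at 42 dpi and 429 to 1161 over all time points. The Gdf7 log2 fold change at 28 dpi was from 1.57 to 2.40. For the Cluster 1 score the ranges were -0.57 to -0.40 at 4 dpi, -1.12 to -0.95 at 7 dpi, -0.84 to -0.67 at 14 dpi, -0.45 to -0.28 at 28 dpi and -0.94 to -0.70 at 42 dpi. For the Cluster 2 score they were 0.086 to 0.17 at 4 dpi, 0.046 to 0.13 at 7 dpi, -0.047 to 0.052 at 14 dpi, 0.63 to 0.75 at 28 dpi and 0.36 to 0.44 at 42 dpi. For the Cluster 3 score they were -0.078 to 0.057 at 4 dpi, -0.031 to 0.10 at 7 dpi, 0.054 to 0.19 at 14 dpi, -0.62 to -0.48 at 28 dpi and -0.25 to -0.12 at 42 dpi. For the Cluster 4 score they were 0.56 to 0.78 at 4 dpi, 0.23 to 0.39 at 7 dpi, 0.38 to 0.45 at 14 dpi, 0.11 to 0.27 at 28 dpi and 0.15 to 0.27 at 42 dpi. The early against late difference of the inflammatory genes ranged from 0.36 to 0.58. Leaving out an animal raises the smallest possible exact p, so these fits test the size more than the call.

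For 53 fold changes of other named genes, 419 values were computed without leaving out animals: 399 kept direction and side of the threshold, 18 became weaker and 2 stronger. Of 515 values with 1 animal left out, 454 kept both, 57 became weaker and 4 stronger, and of 159 values under the added alternatives 24 became weaker, 2 stronger and 7 reversed, and the others kept both. A run without the filter on low values was not made, because no gene is 0 in every animal, Euclidean distance on z-scores cannot change the clusters, and alternatives that need counts were not run. No paired analysis was possible because the groups share no replicate numbers. The unknown depth limits genes with values near the rounding step, such as Cd74, Clec7a and Lif.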

Differences from the paper's values

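Alternatives below were set before the data were examined unless stated otherwise. The number of SDEGs at 4 dpi is about 28 in the paper's Fig. 3B, read by eye, and was 16 here; median centring (22), the label unit as a random block (25) and the fit without 4 dpi replicate A9-2 (33) closed the gap, and the others did not. So did the correction for length and GC content (23 SDEGs at 4 dpi), chosen after seeing the values. At 7 dpi the paper's number is about 17 in Fig. 3B, read by eye, against 5, and at 14 dpi about 15 in Fig. 3B, read by eye, against 1; no alternative closed either gap, except that at 7 dpi 20 SDEGs were found with values rescaled to the same sum, an alternative chosen after seeing the values. At 42 dpi the paper's number is about 55 in Fig. 3B, read by eye, against 4. The fit of only the 2 groups (43) and the label unit as a random block (39) closed the gap. The correlation within units was negative (-0.0441), so the block fits did not allow for likeness within a unit.

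The paper's Cluster 1 has 19 genes and the nearest cluster here 6, the paper's Cluster 3 has 253 and the nearest 83, and the paper's Cluster 4 has 39 and the nearest 14. Clustering the paper's 955 genes gave 23 and 251 for Clusters 1 and 3 and closed those gaps, and no alternative did for Cluster 4 (251 genes with the paper's genes).

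Among log2 fold changes, the paper's supplement gives 1.16 for Tgfb1 at 28 dpi against 0.42 here, 0.78 against 0.41 for Tgfbr3 and 0.61 against 0.36 for Itga3, and none of the alternatives closed these gaps. For Lif the paper's supplement gives 1.26 against 0.76, and a pseudocount of 0.05 closed the gap. At 4 dpi the paper's supplement gives 0.57 for Cd74 against 0.36, 1.06 for Lag3 against 0.68, 3.90 for Clec7a against 1.77, 1.30 for Fcgr2b against 0.66 and 1.25 for Trem2 against 0.77. A pseudocount of 0.05 closed the gap for Cd74, Lag3, Clec7a and Trem2, the fit without 4 dpi replicate A9-2 closed it for Lag3 and Trem2, and none did for Fcgr2b. At 7 dpi the paper's supplement gives 1.04 for Lag3 against 0.62, 2.31 for Clec7a against 0.95 and 0.83 for Fcgr2b against 0.31, and a pseudocount of 0.05 closed the gaps of Lag3 and Clec7a but none that of Fcgr2b.

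The paper reports several genes as changed that were not SDEGs here. Without a fold limit, Tgfbr3, Itga3, Plxna1, Bdnf and Mt1 were called at 28 dpi. No other setting run called Tgfbr3, Itga3 or Plxna1, and none called Tgfb1 at 28 dpi or Trem2 or Fcgr2b at 4 dpi. Bdnf was also called with quantile normalization, and with values rescaled to the same sum or corrected for length and GC content, the last 2 chosen after seeing the values. Mt1 was also called with the label unit as a block, a pseudocount of 0.05, without sham replicate A11-1 or 28 dpi replicates A3-1, A4-1 or A4-3, and with values rescaled to the same sum, chosen after seeing the values. The rescaling moves the median of all genes by -0.72 at 28 dpi, so that calling the falls of Bdnf and Mt1 follows largely from the scaling and shows nothing about these genes. Clec7a at 4 dpi was called without 4 dpi replicate A10-1 and with rescaled values, chosen after seeing the values. C1qa and C1qb were called without 4 dpi replicate A9-2, and Grn with median centring, the label unit as a block, without A9-2, and with the length and GC correction, chosen after seeing the values. Gm13292, an SDEG here at 28 dpi, is not called in the authors' deposited table.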

Other observations

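The splits for each time point and the tests of the label unit were set before the results were seen, and the regroupings of all animals, the test of Gdf7 and the ranks of A3-4 on scores other than that of Cluster 2 were chosen only after.

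Regrouping the animals tested whether grouping by time point matters. Out of 100 splits of the stroke and the sham animals, as many SDEGs as in the real split were found in 1 at 4 dpi, 1 at 7 dpi, 4 at 14 dpi, 1 at 28 dpi and 1 at 42 dpi, the real split included, and 2 of 100 regroupings of all animals gave as many over all time points. At 28 dpi the split with the next highest number of SDEGs (578) exchanged sham replicate A11-1 and 28 dpi replicate A3-1. The union of another regrouping reached 1272.

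The 42 dpi animal whose label unit also holds 28 dpi animals, A3-4, had a Cluster 2 score of 0.28 and ranked 4 of 5 by distance from the 28 dpi mean (the others lay between 0.26 and 0.57). By the same distance it ranked 2 for the Cluster 1 score and 1, the nearest, for the Cluster 3 score, the Cluster 4 score, the slope on gene length and the ribosomal protein score. With 1 animal, an effect of the unit cannot be excluded. Animals of one unit were not more alike than animals of different units (permutation p = 0.470).

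Gdf7 may owe its higher value at 28 dpi to residual ribosomal RNA: within groups, r with Rn18s-rs5 was 0.920 (permutation p = 5e-05, adjusted over 28 genes 0.00140; rank 9 of 16995 genes), and it was 0.899 outside 28 dpi. The next highest r among the named genes was 0.381, for Tgfb1. Gdf7 shares 1.34% of its 31-base words with other genes. How ribosomal RNA would reach the Gdf7 value was not tested, and a rise of Gdf7 after stroke cannot be told apart from it.

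Between the authors' deposited table and the ratio of its own group means, 285 of 11147 genes with a mean of at least 5 differ by more than 0.3 on the log2 scale at 28 dpi, against 142, 173, 197 and 261 at 4, 7, 14 and 42 dpi. No cause was tested. For Itga3 the authors' deposited table gives 0.61 where the ratio of means gives 0.38, for Tgfbr3 0.78 against 0.43, for Sema6a 0.62 against 0.61, for Ntng2 0.83 against 0.82 and for Gdf7 2.31 against 2.42.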
